# Targeting NSD2-mediated SRC-3 liquid–liquid phase separation sensitizes bortezomib treatment in multiple myeloma

**DOI:** 10.1038/s41467-021-21386-y

**Published:** 2021-02-15

**Authors:** Jing Liu, Ying Xie, Jing Guo, Xin Li, Jingjing Wang, Hongmei Jiang, Ziyi Peng, Jingya Wang, Sheng Wang, Qian Li, Linquan Ye, Yuping Zhong, Qiguo Zhang, Xiaozhi Liu, David M. Lonard, Jin Wang, Bert W. O’Malley, Zhiqiang Liu

**Keywords:** Haematological cancer, Myeloma, Chromatin, Chromatin remodelling, Epigenetics

## Abstract

Development of chemoresistance is the main reason for failure of clinical management of multiple myeloma (MM), but the genetic and epigenetic aberrations that interact to confer such chemoresistance remains unknown. In the present study, we find that high steroid receptor coactivator-3 (SRC-3) expression is correlated with relapse/refractory and poor outcomes in MM patients treated with bortezomib (BTZ)-based regimens. Furthermore, in immortalized cell lines, high SRC-3 enhances resistance to proteasome inhibitor (PI)-induced apoptosis. Overexpressed histone methyltransferase NSD2 in patients bearing a t(4;14) translocation or in BTZ-resistant MM cells coordinates elevated SRC-3 by enhancing its liquid–liquid phase separation to supranormally modify histone H3 lysine 36 dimethylation (H3K36me2) modifications on promoters of anti-apoptotic genes. Targeting SRC-3 or interference of its interactions with NSD2 using a newly developed inhibitor, SI-2, sensitizes BTZ treatment and overcomes drug resistance both in vitro and in vivo. Taken together, our findings elucidate a previously unrecognized orchestration of SRC-3 and NSD2 in acquired drug resistance of MM and suggest that SI-2 may be efficacious for overcoming drug resistance in MM patients.

## Abstract (web summary)

The mechanisms behind acquired resistance to the proteasome inhibitor bortezomib in multiple myeloma remain to be elucidated. Here, the authors show that the histone methyltransferase NSD2 stabilized SRC-3 protein levels, promotes its phase separation and alters H3K36me2 at certain gene promoters resulting in a transcriptional profile that favors resistance of myeloma cells to bortezomib.

## Introduction

Multiple myeloma (MM) is the second-leading adult hematologic malignancy and is characterized by uncontrolled expansion of malignant plasma cells primarily in bone marrow^1^, accounting for approximately 15% of hematological malignancies and 1.3% of the total cancer occurrence worldwide^2^. As the aging population has increased over time, the incidence of MM has increased to approximately 86,000 annual cases globally, leading to considerable clinical and economic burdens^3^. Despite considerable progress in the development of novel anti-myeloma agents and treatment strategies—including proteasome inhibitors, immunomodulatory agents, histone deacetylase inhibitors^4^, monoclonal antibodies, cellular therapy (CAR-T), and stem cell transplantation in fit patients^5,6^—nearly all patients eventually relapse and often develop multidrug resistance. Therefore, it is critical to further elucidate the mechanisms underlying acquired drug resistance to clinically available drugs in order to develop more effective therapies.

Genetic abnormalities and epigenetic aberrations play crucial roles in MM pathogenesis. Chromosomal abnormalities—such as copy-number variations, translocations, and mutations—are crucial primary events for MM initiation^7^. Additionally, aberrant epigenetic landscapes such as DNA methylation and histone modifications further contribute to MM disease progression, clonal heterogeneity, cellular plasticity, and drug resistance^8^. Importantly, genetic and epigenetic aberrations have been shown to orchestrally regulate genomic instability and transcriptomic alterations, which contribute to dedifferentiation of malignant cells to a less mature status that can lead to drug resistance and poor disease progression^8,9^. It has been well elucidated that abnormal histone methylation also plays an important role in MM pathogenesis, as high levels of histone methyltransferases (HMTs) and demethylases (HDMs) have been found in patients with genetic mutations^10^. For example, chromosomal translocation t(4;14)(p16;q32) is detected in 10–15% of MM patients and leads to overexpression of fibroblast growth factor receptor 3 (*FGFR3*) and multiple myeloma SET domain (*MMSET*)^11^. *MMSET* encodes a histone methyltransferase NSD2 that mainly catalyzes histone H3 lysine 36 dimethylation (H3K36me2) to consequently mediate chromatin structure remodeling, activation of gene transcription, DNA repair, and cellular survival^12,13^. Moreover, overexpression of NSD2 has been identified as an adverse prognostic marker for MM, and recent studies have revealed that NSD2 enhances drug resistance of MM through H4K20me3-mediated recruitment of 53BP1 and enhanced repair of DNA damage^14^. As a consequence, the accumulation of H3K36me2 triggers an altered transcriptome that favors cellular survival through redistribution of methyltransferase KMT6A/EZH2^15^. In addition, NSD2 enhances anti-apoptotic effects in diverse cancers by modulating non-histone oncoproteins, such as p53 and Aurora A protein, consequentially regulating anti-apoptotic factors, such as MCL1 and BCL2^16,17^. Despite these substantial findings on the genetics of MM, the mechanisms of NSD2-mediated acquisition of drug resistance remain unknown.

Steroid receptor coactivator-3 (SRC-3) belongs to the SRC/p160 coactivator family, which consists of three members: SRC-1/NCOA1, SRC-2/TIF2/GRIP1/NCOA2, and SRC-3/AIB1/NCOA3. SRC-3 is amplified and overexpressed in diverse human cancers. Moreover, clinical studies and cellular experiments have demonstrated that SRC-3 promotes numerous aspects of cancer—such as cancer initiation, progression, and chemoresistance—through the integration of nuclear hormone receptors (or other transcription factors) and multiple cancer-growth pathways^18^. Recent evidence has revealed that amplification of the *NCOA3* gene is highly associated with primary chemoresistance in ovarian cancers, suggesting that SRC-3 is most likely a driver in chemoresistance^19^. Additionally, overexpression of SRC-3 is associated with tamoxifen resistance and leads to markedly negative clinical outcomes in breast cancer^20^, to platinum resistance of ovarian epithelial cancer^21^, and resistance to cytotoxic agents in breast cancer^22^. Consistent with this interpretation, suppression of SRC-3 protein levels has been shown to sensitize anticancer reagents to effectively treat prostate cancer and leukemia cells^23,24^. Taken together, these findings have elucidated the importance of SRC-3 in primary and acquired drug resistance in various cancers. Nevertheless, it remains unclear whether and how SRC-3 is involved in drug resistance in MM, especially in terms of its integration with epigenetic regulators, such as NSD2. Achieving a better understanding of the roles and mechanisms of how SRC-3 is involved in MM drug resistance, as well as corresponding developments of novel therapeutic strategies, may help to better treat MM in the future.

In the current study, we investigated the roles of SRC-3 in response to treatment with proteasome inhibitors in myeloma cells. Furthermore, we explored the underlying mechanisms of SRC-3-mediated chromatin remodeling and transcriptomic alterations, and evaluated the efficacy of a newly developed SRC-3 inhibitor, SI-2, in overcoming bortezomib (BTZ) resistance in myeloma cells both in vitro and in vivo.

## Results

### SRC-3 is associated with clinical treatment outcomes and bone-lesion restoration in MM patients

To determine whether SRC-3 has clinical significance in patients with MM, we analyzed the correlation of SRC-3 expression with disease progression in MM patients. Among our cohort of 133 patients, 82 cases were newly diagnosed and 51 cases were refractory or relapsed (RR) MM. RR patients received either at least eight cycles of BTZ-based regimens for induction, or BTZ-based regimens for maintenance therapy before samples were collected; therefore, MM cells had at least one year of exposure to BTZ. All newly diagnosed patients were treated with BTZ-based regimens and their outcomes were categorized as complete response (CR) or RR accordingly^25^ (Table 1). Clinical evaluation for the establishment of a CR was reflected partially by bone-lesion restoration and a strikingly abrogated plasma-cell percentage post-treatment (post-T) compared with that at the pre-treatment (pre-T) stage in our study. We found that patients with a CR had concomitantly declined SRC-3 mRNA levels. However, in RR patients—whose bone lesions were deteriorated and plasma-cell percentages were augmented after at least eight cycles of BTZ-based regimens—SRC-3 mRNA levels were significantly increased (Fig. 1a). Moreover, this SRC-3 expression pattern was confirmed in plasma cells from both newly diagnosed MM patients and RR patients after BTZ-based regimens compared with those from healthy donors (Fig. 1b). Interestingly, SRC-3 expression was significantly correlated with a t(4;14) cytogenetic abnormality, but it was not significantly correlated with any other abnormalities such as t(11;14), t(16;14), and 1q21 (Fig. 1c). Among 12 CR patients, the percentage of bone marrow plasma cells (BMPC) were all suppressed under 5%, and in12 RR patients, the percentages were not significantly changes (Fig. S1a), we found SRC-3 expressions were all remarkably decreased in CR patients and increased in RR patients after BTZ-based treatments, respectively (Fig. 1d); the difference between CR and RR patients was significant (Fig. 1e), and their bone-lesion numbers were positively correlated with SRC-3 mRNA levels (Fig. 1f). However, although SRC-3 expression declined, no significant difference was observed between patients with partial response (PR) and very good partial response (VGPR) (Fig. S1b). Correspondingly, the protein level of SRC-3 was also obviously augmented in biopsies from patient with disease progression (Fig. 1g), and significantly higher in RR patients than in newly diagnosed MM patients (Fig. S1c, d). Our follow-up analysis indicated that SRC-3 expression was negatively correlated with both progression-free survival (PFS) and overall survival (OS); for SRC-3*-*high patients and SRC-3-low patients, the PFS medians were 15.5 months versus 28 months, respectively, and the OS medians were 64 months versus 91 months, respectively (Fig. 1h). Using an independent cohort of 542 MM patients (GSE2658), we also confirmed that high expression of SRC-3 was associated with significantly worse overall survival (*P* = 0.0198), although SRC-3 expression was only slightly increased in the active MM patients compared with normal plasma cells (NP) or monoclonal gammopathy of undetermined significance (MGUS) (Fig. S1e, f); in another cohort of 264 MM patients (GSE9782), SRC-3 expression was significantly lower in patients response to BTZ-based regimens than those without response (*P* = 0.0203) (Fig. S1g), and the OS and PFS were all remarkably extended in SRC-3 low patients compared with SRC-3 high patients (647 m vs. 300 m, 169 m vs. 119 m, respectively) (Fig. S1h, i). Collectively, these data suggested that SRC-3 plays a pivotal role in the treatment response and clinic outcomes of MM patients.

**Table 1:** Demographics and characteristics of patients enrolled in this study.

Characteristics	Total (*n* = 133)	NDMM (*n* = 82)	RRMM (*n* = 51)
Median age (range)	63 (37–87)	59 (37–79)	66 (46–87)
Gender			
Male	78 (58.6%)	47 (57.3%)	33 (64.7%)
Female	55 (41.4%)	35 (42.7%)	18 (35.3%)
Chromosomal abnormalities (%)^a^			
t (4;14)	22 (16.5%)	9 (10.9%)	13 (25.4)
t (11;14)	19 (14.3%)	10 (12.2%)	9 (10.9%)
t (14;16)	5 (3.75%)	3 (3.65%)	2 (3.92%)
del13q,del17p	50 (37.6%)	32 (39%)	18 (35.3%)
R-ISS stage			
I	35 (26.3%)	26 (31.7%)	9 (17.6%)
II	47 (35.3%)	27 (32.9%)	20 (39.2%)
III	51 (38s.3%)	19 (23.2%)	32 (62.7%)
Induction or maintenance regimen			
VD	11 (8.3%)	11 (13.4%)	0 (0)
VCD	93 (69.9%)	62 (75.6%)	31 (60.8%)
VTD	29 (21.8%)	9 (11%)	20 (39.2%)

*NDMM* newly diagnosed MM, *rrMM* refractory or relapsed MM, *BD* bortezomib, dexamethasone, *BCD* bortezomib, dexamethasone, cyclophosphamide, *VTD* bortezomib, thalidomide, dexamethasone

^a^The status of 1 patient is unknown

**Fig. 1:**
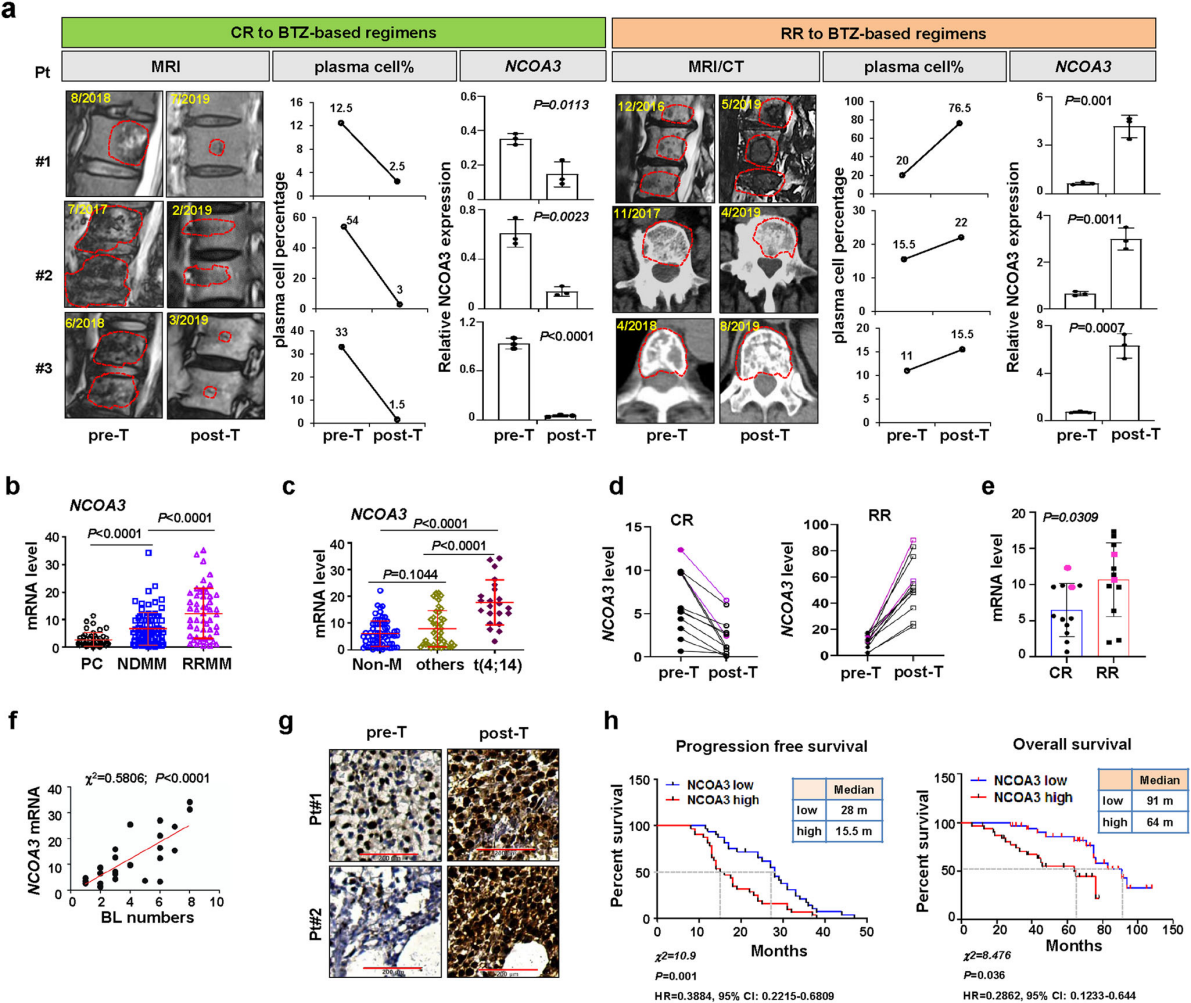
SRC-3 level correlates with treatment outcomes of MM patients in clinic. **a** Histological views of bone disruption, percentage of plasma cells (*n* = 3 biological independent samples), and SRC-3 (*NCOA3* as gene nomenclature) expressions (mean ± SD, *n* = 3 biologically independent experiments) in bone marrow biopsies from patients with CR or RR before (pre-T) and after (post-T) bortezomib (BTZ) based treatments. MRI, magnetic resonance imaging; CT, computerized tomography. All *P* values were determined by two-sided Student’s *t* test. **b** *NCOA3* expressions in plasma cells from healthy controls (PC, *n* = 26), newly diagnosed MM patients (NDMM, *n* = 35), and refractory or relapse MM patients (RRMM, *n* = 30). Two-sided *P* values were determined by Student’s *t* test; mean ± SD. **c** *NCOA3* expression in newly diagnosed MM patients without known mutations (non-M, *n* = 67), with t(4;14) (*n* = 43) and other cytogenetic abnormalities (including t(11;14), t(16;14), and 1q21; *n* = 22). Two-sided *P* values were determined by Student’s *t* test; mean ± SD. **d** *NCOA3* expression in patients with complete response (CR, *n* = 12) and patients with refractory or relapse (RR, *n* = 12) before (pre-T) and after treatment (post-T), and (**e**) shows the difference of *NCOA3* expression in the two groups. Purple color, t(4;14)^+^. Two-sided *P* value was determined by Student’s *t* test; mean ± s.d. from *n* = 3 independent experiments. **f** The correlation coefficient between the *NCOA3* expression and numbers of bone lesion in MM patients (*n* = 3 independent experiments from *n* = 19 samples); *x*^2^ = 0.5806; *P* < 0.0001. **g** Immunohistochemical images of bone marrow biopsies from two patients with disease progression before (pre-T) and after treatment (post-T). Scale bar, 200 μm. **h** Correlation of *NCOA3* expression with progression-free survival (PFS) and overall survival (OS) in patients after receiving bortezomib (BTZ)-based treatment regimens in our cohort (*n* = 64). All *P*-values were determined by Pearson Coefficient and Log-ranks test. Source data are provided as a Source Data file.

### SRC-3 levels are correlated with sensitivity to BTZ treatment in myeloma cells in vitro

We next examined SRC-3 levels in 10 myeloma cell lines with different genetic backgrounds^26^. We found that SRC-3 levels varied but were significantly higher in LP-1, H929, and OPM2 cells with t(4, 14) chromosomal abnormalities, but were similar across normal plasma cells (Fig. 2a). Our previous study has demonstrated that LP-1, H929, U266, and OPM-2 cells exhibited higher half-maximal inhibitory concentrations (IC_50_) to BTZ compared with those of other cell lines^27^; intriguingly, a significant positive correlation was found between BTZ-specific IC_50_ values and SRC-3 levels in these cell lines (Fig. 2b, Fig. S2a). Using our previously established BTZ-resistant myeloma cells^26^, for which their IC_50_ to BTZ was greatly augmented (Fig. 2c) and the anti-apoptotic capacity was remarkably enhanced (Fig. 2d, e), we detected proteomic alterations through Stable Isotope Labeling with Amino Acids in Cell culture (SILAC) assays. Indeed, we found SRC-3 in 128 increased proteins but not in 48 decreased proteins (fold change ≥1.5) (Fig. 2f). We also confirmed SRC-3 alterations, and to a lesser extent for SRC-1 alterations, by Western blotting (Fig. 2g, Fig. S2b). In addition, some other differently expressed proteins—such as several subtypes of HAL-DR (DRA, DRB1, DRB3)^28^, adhesion molecules (ITGA4, ITGB1)^29^, and ABC transporters—were found to be correlated with MM drug resistance (S Data 1).

**Fig. 2:**
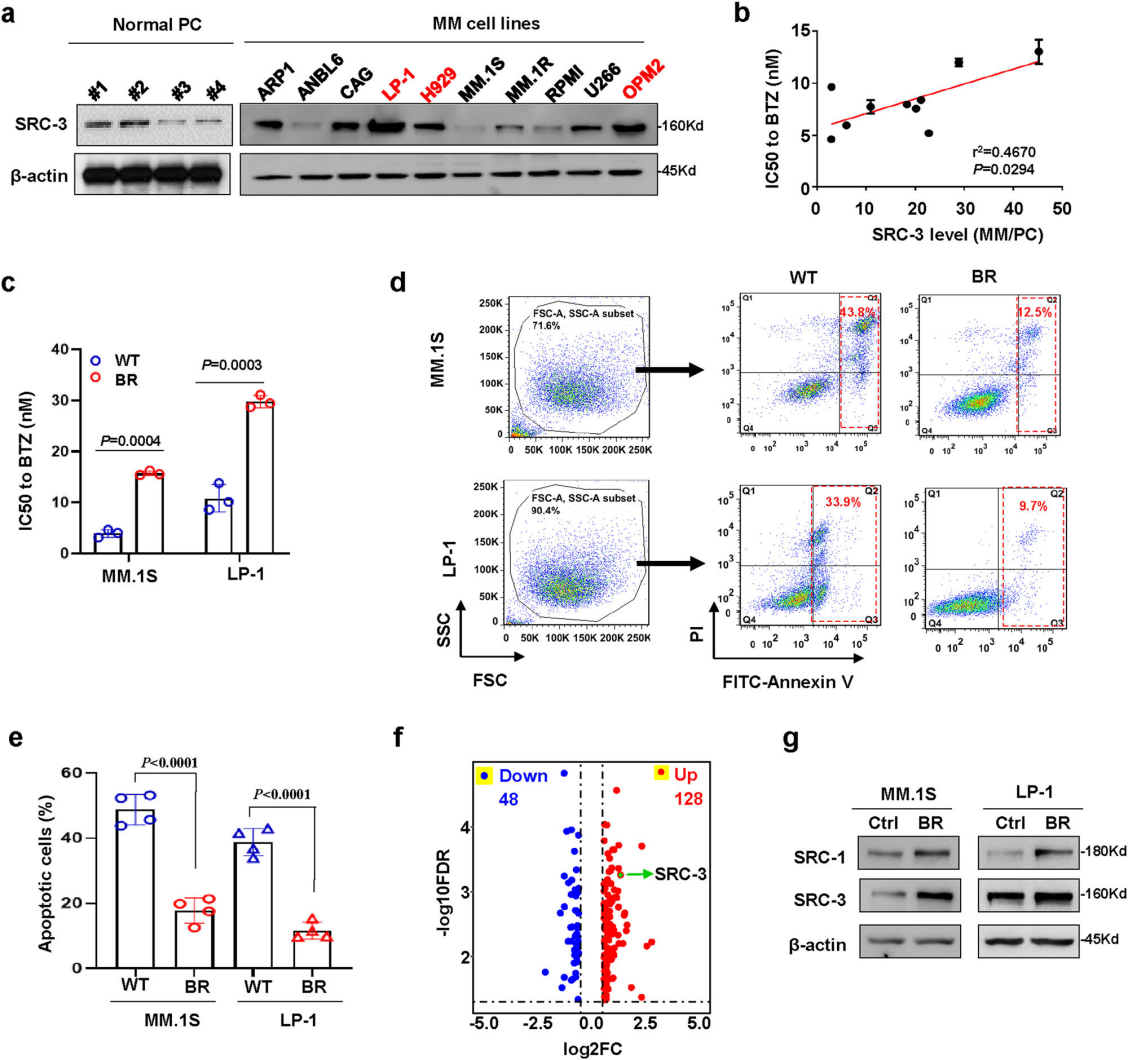
SRC-3 enhances drug resistance to proteasome inhibitor in myeloma cells. **a** Representative images (*n* = 3 biologically independent experiments) of Western blotting show SRC-3 levels in myeloma cell lines (*n* = 10) and plasma cells (PC, *n* = 4) from healthy controls. Red, cytogenetic t(4;14) cells. **b** Correlation coefficient between the SRC-3 levels and IC_50_ in myeloma cells (*n* = 3 independent experiments from *n* = 10 cell lines). *P* values of mean ± s.d. were determined by Pearson Coefficient. **c** Alteration of IC_50_ in bortezomib (BTZ)-resistant (BR) MM.1S and LP-1 cells compared to the parental wild type (WT) cells (*n* = 3 biologically independent experiments). Two-sided *P*-values were determined by Student’s *t* test; mean ± s.d. **d** Representative gating strategy of flow cytometry and apoptosis assay of the wild type (WT) and bortezomib (BTZ)-resistant (BR) MM cells induced by 5 nM BTZ for 48 h, and (**e**) analyzes the difference between two groups (*n* = 4 biologically independent experiments). Two-sided *P*-values were determined by Student’s *t* test; mean ± s.d. **f** Shown are 48 downregulated and 128 upregulated proteins (cutoff, 1.5 folds) in the bortezomib (BTZ)-resistant (BR) MM.1S cells compared to the wild type (WT) cells detected by Stable isotope labeling with amino acids in cell culture (SILAC) assay. **g** Elevated SRC-3 in wild type control (Ctrl) and bortezomib (BTZ)-resistant (BR) MM.1S and LP-1 cells by Western blotting (*n* = 3 biologically independent experiments). Source data are provided as a Source Data file.

To further define the role of SRC-3 in MM drug resistance, we manipulated the expression of SRC-3 using short-hairpin RNA (shRNA) or an ectopically expressing vector in endogenously high- or low-SRC-3 cells, respectively. As expected, the expression levels of SRC-3 in OPM2 and LP-1 cells were successfully suppressed via shRNAs targeting *NCOA3* (Fig. 3a), and the IC_50_ values for BTZ were significantly suppressed by about 2 fold (Fig. 3b, c); on the other hand, ectopic expression of SRC-3 in MM.1S and RPMI8226 cells (Fig. 3d) remarkably augmented the IC_50_ value by about 3 fold (Fig. 3e, f). Furthermore, knockdown of SRC-3 sensitized OPM2 and LP-1 cells to BTZ treatment (Fig. 3g). In contrast, overexpression of SRC-3 abrogated BTZ-induced MM apoptosis, as evidenced by anabatic-cleaved PARP and following the use of another proteasome inhibitor, carfilzomib (CFZ) (Fig. 3h). Additionally, we found that manipulation of SRC-3 altered cellular proliferation in myeloma cells (Fig. S2c, d).

**Fig. 3:**
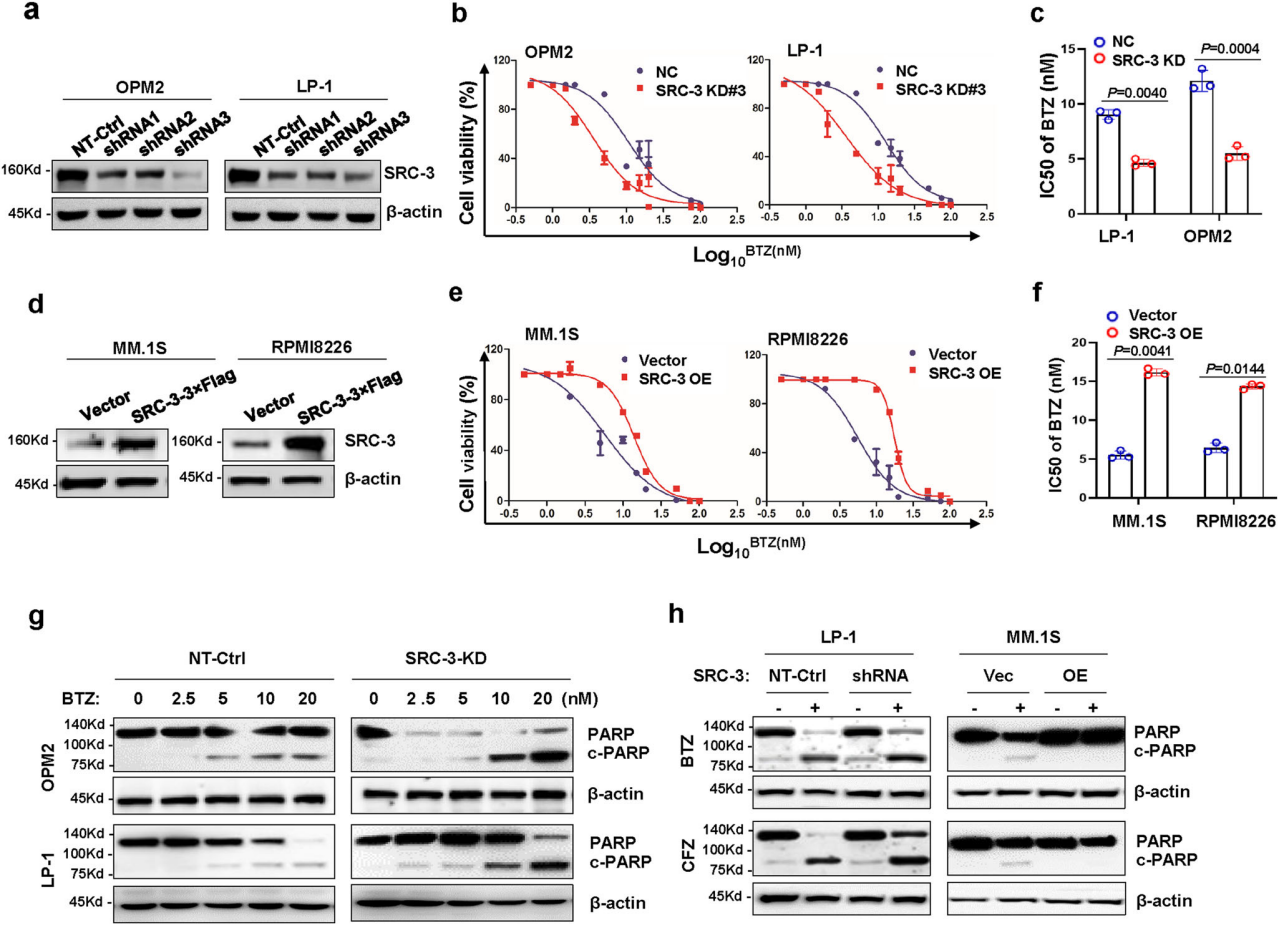
Manipulation of SRC-3 expression alters sensitivity to BTZ treatment in vitro. **a** Representative Western blotting (n = 3 biologically independent experiments) shows the knockdown effects in OPM2 and LP-1 cells infected with lentivirus carrying three shRNAs targeting three different coding sequencing of *NCOA3* gene (shRNA1, 2, 3) compared to the non-target control (NT Ctrl). **b** Alteration of IC_50_ to BTZ treatment in the NT Ctrl (NC) and SRC-3 knockdown (KD) cells (*n* = 3 biologically independent experiments; mean ± s.d.), and (**c**) comparison of the IC_50_ values of NT Ctrl (NC) and SRC-3 knockdown (KD) cells (*n* = 3 biologically independent experiments). Two-sided *P*-values were determined by Student’s *t* test; mean ± s.d. **d** Representative Western blot (n = 3 biologically independent experiments) shows the ectopic expression of SRC-3 in MM.1S and RPMI8226 cells infected with lentivirus carrying the SRC-3-3 × flag (SRC-3 OE) compared to the vector control (Vec). **e** Alteration of IC_50_ to bortezomib (BTZ) treatment in the vector control (Vec) and SRC-3 overexpression (OE) cells (*n* = 3 biologically independent experiments; mean ± s.d.). **f** Comparison of the IC_50_ value in the vector control and SRC-3 overexpression cells (*n* = 3 biologically independent experiments). Two-sided *P*-values were determined by Student’s *t*-test; mean ± s.d. (**g**) and (**h**) Cleavage of PARP as the apoptotic marker in myeloma cells with SRC-3 expression manipulated by shRNA or ectopic expressing vector, treated with increasing dosage of bortezomib (BTZ) and carfizomib (CFZ, 5 nM) for 48 h (*n* = 3 biologically independent experiments). Source data are provided as a Source Data file.

### NSD2 is recruited to and stabilizes SRC-3

To further investigate how SRC-3 influences MM drug resistance, we ectopically overexpressed flag-tagged SRC-3 in MM.1S cells and immunoprecipitated the SRC-3 complex for mass spectrometry. In addition to previously reported partners (i.e., CBP/p300, PRMT1, and PRMT4), we discovered a protein in the SRC-3 complex, namely, histone-lysine N-methyltransferase NSD2 (Fig. 4a). Compared with CBP and p300, NSD2 exhibited a obviously stronger combination with SRC-3 compared with that of 2% input (Fig. 4b). Indeed, protein levels of NSD2 and SRC-3 were both elevated concomitantly with H3K36me2 in BTZ-resistant myeloma cells, independent of cytogenetic backgrounds, but this elevation was not observed in p300 or PRMT4 (Fig. 4c, Fig. S3a). As expected, NSD2 and SRC-3 interactions were detected remarkably augmented in the BR cells compared to the WT cells through proximity ligation assays (PLAs) (Fig. 4d, Fig. S3b), and immunofluorescent assays also indicated that they had identical subcellular localizations in cellular nuclei (Fig. S3c). Intriguingly, we found that the half-life of SRC-3 was significantly extended in BR myeloma cells (Fig. 4e, Fig. S4a); this finding was similar to what was observed in their parental cells with ectopic overexpression of NSD2 (Fig. S4b, Fig. 4f, Fig. S4c), and this protection occurred in a dose-dependent manner (Fig. S4d). When SRC-3 was co-expressed with full-length NSD2 or with a SET-domain depletion and a Y1179A mutant to induce loss of methyltransferase function in the SET domain (Fig. S4e), the protective effect was elicited only by full-length NSD2, but not following SET-domain mutations (Fig. 4g). Collectively, these previously undiscovered findings suggest that the methyl-transferase activity of NSD2 is essential for conferring the protective function of SRC-3.

**Fig. 4:**
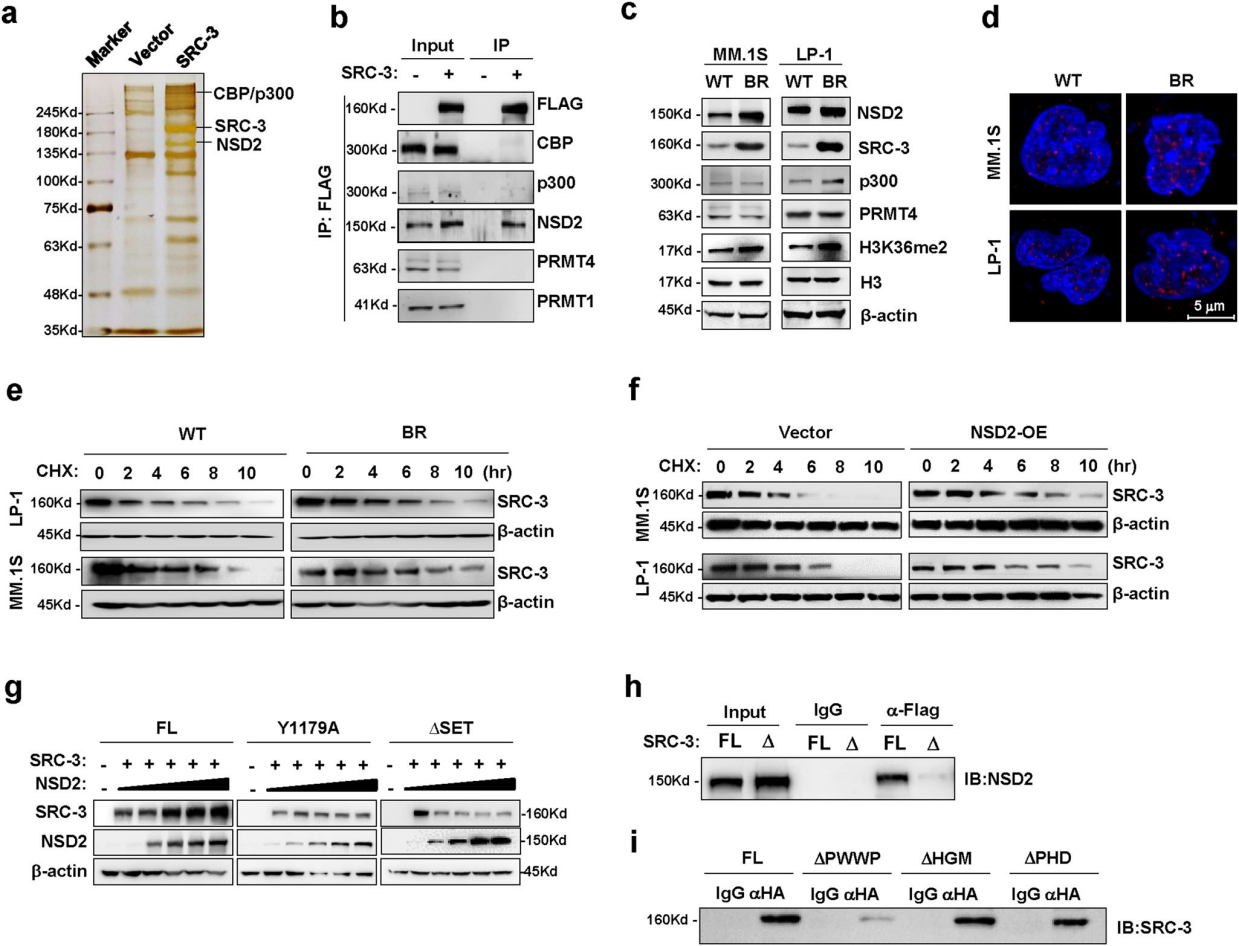
NSD2 is recruited to and contributes to SRC-3 stabilization. **a** Silver staining of LP-1 cells infected with lentivirus carrying SRC-3-3 × flag for 72 h (*n* = 3 biologically independent experiments). **b** Co-immunoprecipitation (Co-IP) assay shows interactions between CBP, p300, PRMT1, PRMT4, NSD2 and SRC-3. Input, 2% lysate (*n* = 3 biologically independent experiments). IP, M2-flag antibody. **c** Western blotting shows the alteration of SRC-3, NSD2, p300, PRMT4, H3K36me2 protein levels in the wild type (WT) and bortezomib (BTZ)-resistant (BR) MM.1S and LP-1 cells (*n* = 3 biologically independent experiments). **d** Proximity ligation assay (PLA) shows protein–protein interaction between NSD2 and SRC-3 (*n* = 30 cells from 3 biologically independent experiments). **e** Degradation rate of SRC-3 protein in WT and bortezomib (BTZ)-resistant (BR)-myeloma cells treated with 20 μM cycloheximide (CHX) for up to 10 h (*n* = 3 biologically independent experiments). **f** Degradation rate of SRC-3 protein in MM.1S and LP-1 cells infected with lentivirus carrying NSD2-HA (NSD2-OE) or vector control (Vector) for 72 h treated with 20 μM CHX for up to 10 h (*n* = 3 biologically independent experiments). **g** SRC-3-3 × flag levels in HEK293T cells co-transfected with full-length NSD2 (FL), SET domain depletion NSD2 (ΔSET), or Y1179A mutation NSD2 (Y1179A) for 48 h (*n* = 3 biologically independent experiments). **h** Immunoprecipitation assay for full-length SRC-3 (FL) or AD2-domain depletion SRC-3 (ΔAD2) in HEK293T cells (*n* = 3 biologically independent experiments). **i** Immunoprecipitation assay for full-length NSD2 (FL) or truncations with PWWP domain depletion (ΔPWWP), HGM domain depletion (ΔHGM), or PHD domain depletion (ΔPHD) with SRC-3 in HEK293T cells (*n* = 3 biologically independent experiments). Input, 2% whole lysate; IP, M2-flag antibody or HA antibody. Source data are provided as a Source Data file.

To define the interaction domains of these two proteins, we constructed different truncations of SRC-3 and NSD2 for immunoprecipitation. We found full-length SRC-3, but not the AD2-domain-deleted truncation, was immunoprecipitated with NSD2 (Fig. 4h). In contrast, for NSD2 truncations with depletion of PWWP (ΔPWWP), HMG (ΔHMG), or PHD (ΔPHD) domains (Fig. S4f), we found that only depletion of the PWWP domain eliminated the interaction of NSD2 with SRC-3 (Fig. 4i), indicating that the AD2 domain of SRC-3 interacted with the PWWP domain of NSD2.

### Interaction with NSD2 promotes SRC-3 phase separation and alters the transcriptome in myeloma cells

Interestingly, when predicted the SRC-3 protein structure using three online-prediction algorithms to analyze whether SRC-3 exhibits liquid–liquid phase separation (LLPS) property (Fig. S5a, b), we found a putative intrinsically disordered region (IDR) with the highest strength among all candidates (average strength = 0.928; 1,085–1,424 amino acids) (Fig. 5a), which covers two AD domains responsible for protein–protein interactions^30^. When endogenous SRC-3 proteins were detected using immunofluorescence, they were shown as discrete puncta rather than in a diffused status in fixed MM cells, suggesting a possible property of a protein when entering LLPS state (Fig. S5c). Moreover, such puncta were also observed in live MM cells when a GFP-SRC-3 fusion protein was expressed, and when it was bleached with a 488-nm laser, the bleached puncta were reassembled quickly (Fig. 5b, red-framed foci), and kinetic recovery of GFP-SRC-3 fluorescence showed that the majority of SRC-3 foci fluorescence recovered within 10 s (Fig. S5d). To test the importance of the IDR region for SRC-3 phase separation, we constructed GFP-fusion IDR proteins (Fig. S5e) and an IDR-depleted SRC-3 fusion protein to measure optoDroplet formation. Intriguingly, we found that only the full length of SRC-3 could format an aggregation, whereas depletion of the IDR domain resulted in a diffused formation of SRC-3 (Fig. 5c). Importantly, the GFP-SRC-3-IDR fusion protein formed droplets at a minimum concentration of 0.5 μM and the droplets were augmented in a dose-dependent manner in the presence of 10% PEG8000 in vitro (Fig. 5d, e, Fig. S5f); moreover, this aggregation was abolished by increasing concentrations of NaCl (Fig. 5f). To clarify whether NSD2 is pivotal to SRC-3 LLPS or only protects SRC-3 protein from degradation, we added purified NSD2 into the GFP-SRC-3-IDR system and observed markedly augmented droplets (Fig. 5g), remarkably enhanced LLPS formation at lower concentration (Fig. S5g), and obviously postponed abolishment of GFP-SRC-3-IDR LLPS treated with NaCl (Fig. 5h). We also found the treatment of 1,6-hexanediol caused a reduction in the formation of exogenously expressed GFP-SRC-3 puncta in HEK293T cells, as well as in endogenous SRC-3 puncta in MM.1S cells (Fig. 5i). Akin to the in vitro results, when NSD2 was depleted in myeloma cells (Fig. S5h), the reassembly of GFP-SRC-3 FL was significantly inhibited, whereas it was enhanced when NSD2 was overexpressed in vivo (Fig. 5j). However, when the SET domain of NSD2 was depleted, it cannot be recruited into SRC-3 droplets, no obvious effect was observed in the recovery of SRC-3 aggregation after bleaching, when compared either to the vector control or to the full-length NSD2 (Fig. S5i). Moreover, using parental-paired KMS11^+/+^ and KMS11^+/−^ MM cells (with or without ectopic NSD2 overexpression) (Fig. S6a), we also observed that SRC-3 foci were significantly attenuated in KMS11^+/−^ cells (Fig. S6b, c). When the NSD2 expression was rescued in KMS11^+/−^ cells (Fig. S6d), the aggregation of SRC-3 was reinstated as well (Fig. S6e, f). Collectively, these data strongly suggest that SRC-3 possesses the property of LLPS, and it is suggestively correlated with NSD2 in MM cells.

**Fig. 5:**
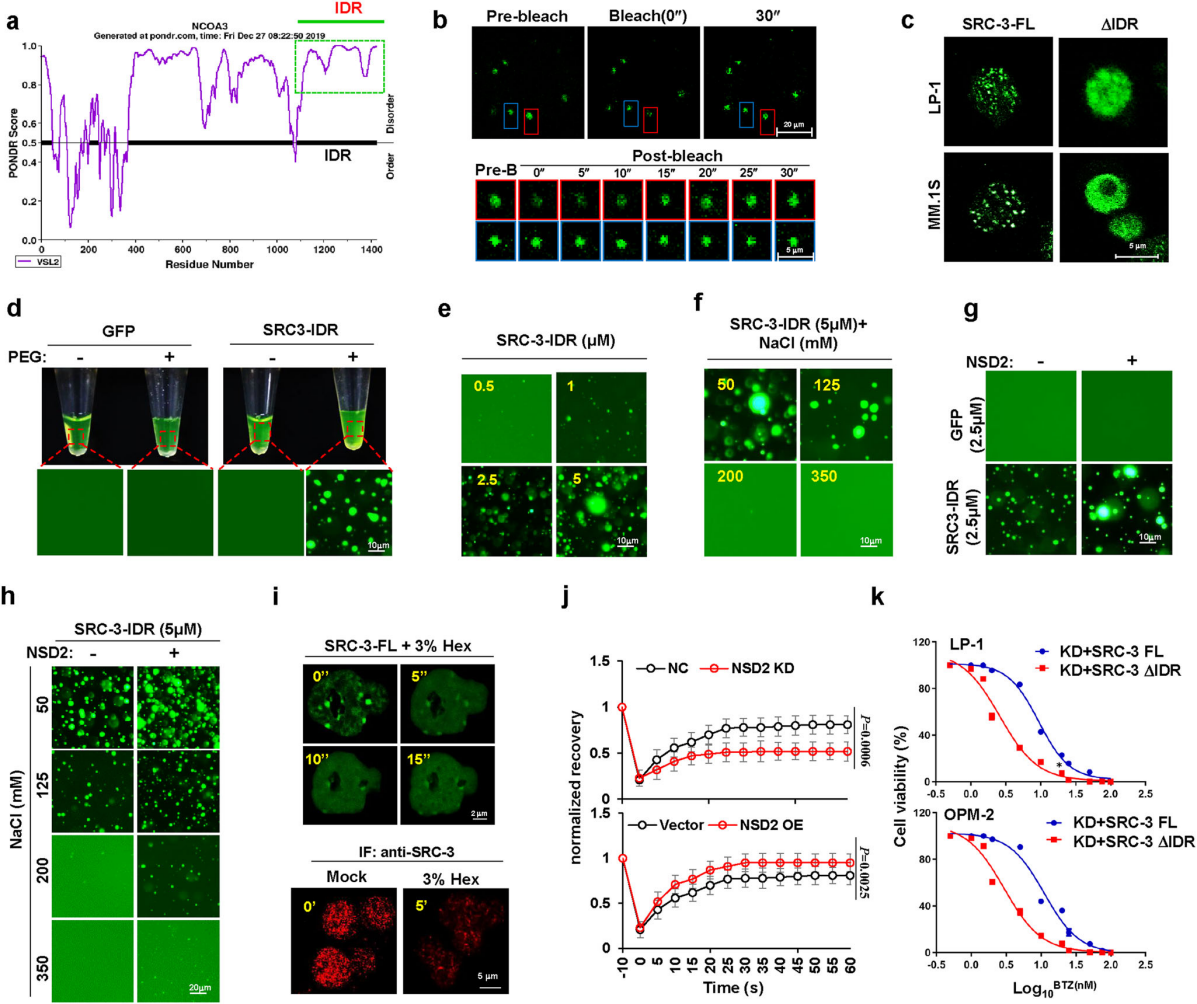
NSD2 enhances SRC-3 liquid–liquid phase separation in BRZ-resistant myeloma cells. **a** Prediction of intrinsically disordered regions (IDRs) (green frame) of SRC-3 protein using a PONDR algorithms. **b** Fluorescence recovery after photobleaching (FRAP) of a SRC-3-GFP focus (red framed) by 488 nm laser for 5″ bleaching and 30″ recovery in MM.1S cells, and the blue framed focus was used as a control (*n* = 3 biologically independent experiments). **c** Phase separation formation of full-length GFP-SRC-3 (FL) and IDR domain depletion GFP-SRC-3 (ΔIDR) in MM.1S and LP-1 cells (n = 3 biologically independent experiments). Scale bar, 5 μm. **d** Visualization of turbidity associated with droplet formation. Tubes containing SRC-3-IDR (right pair) or GFP (left pair) in the presence (+) or absence (−) of PEG-8000 (*n* = 3 biologically independent experiments). **e** Representative images (*n* = 3 biologically independent experiments) of droplet formation of GFP-SRC-3-IDR at different protein concentrations. **f** Representative images (*n* = 3 biologically independent experiments) of GFP-SRC-3-IDR at 5 μM protein concentration droplet formation at different salt concentrations. **g** Representative images (*n* = 3 biologically independent experiments) of droplet formation of GFP-vector or GFP-SRC-3-IDR in the presence (+) or absence (−) of NSD2. **h** Representative images (*n* = 3 biologically independent experiments) of droplet formation of GFP-vector or GFP-SRC-3-IDR in the presence (+) or absence (−) of NSD2 at different salt concentrations. GFP-vector or GFP-SRC-3-IDR was added to droplet formation buffer to achieve 5 μM protein concentration with a final NaCl concentration as indicated. **i** Phase separation formation of full-length GFP-SRC-3 (FL) in HEK293T cells before and after treatment with 3% 1,6-hexanediol at different times (upper). Representative micrographs (*n* = 3 biologically independent experiments) of confocal immunofluorescence for endogenous SRC3 droplet foci in MM.1S cells before and after treatment with 3% 1,6-hexanediol for 5 s (lower). **j** Kinetic recovery times of bleached GFP-tagged SRC-3 droplet foci in HEK293T co-transfected with NSD2 shRNA (NSD2 KD) or expressing vector (NSD2 OE) by 488 nm laser (*n* = 3 biologically independent experiments). Two-sided *P*-values of the comparisons between the final extent of recovery after photobleaching (i.e. 60 s)were performed using one-way ANOVA; mean ± s.d. **k** Alteration of IC_50_ to bortezomib (BTZ) treatment in LP-1 and OPM-2 SRC-3 knockdown (KD) cell lines in the presence of SRC-3 full length (SRC-3 FL) or IDR region depletion truncation (SRC-3 ΔIDR) (*n* = 3 biologically independent experiments). Source data are provided as a Source Data file.

To validate the role of the LLPS of SRC-3 in MM drug resistance, we first investigated the abundance of endogenous SRC-3 protein in WT and BR-MM cells, and found that SRC-3 foci were significantly abundant in BR MM cells (Fig. S6g, h). To clarify whether SRC-3 abundance or LLPS was correlated with MM drug resistance, we expressed ectopic SRC-3 full length (FL) or SRC-3 ΔIDR in OPM-2 and LP-1 cells with endogenous SRC-3 depletion and found that only the FL SRC-3 rescued the resistance to BTZ treatment (Fig. 5k, Fig. S6i). Notably, overexpression of SRC-3 FL completely prevented this rescue, whereas SRC-3 ΔIDR yielded even more cleavage of PARP compared with that of the control (Fig. S6j). Taken together, these results suggested that the LLPS of SRC-3 plays a critical role in MM drug resistance.

### SI-2 abolishes the phase separation of SRC-3 by abrogating its interaction with NSD2

To determine the translational significance of targeting SRC-3 in overcoming MM drug resistance, we examined the effect of a SRC-3 inhibitor, SI-2^31^. The combination of SI-2 at 25 nM significantly improved the sensitivity to BTZ treatment and partially improved the sensitivities to melphalan and lenalidomide treatments (Fig. 6a, Fig. S7a). Administration of SI-2 alone, however, did not induce apoptosis in myeloma cells, even at 200 nM, as no cleaved caspase-3 was observed (Fig. S7b). Remarkably, SI-2 treatment dramatically reduced SRC-3 levels in BR-MM cells and also moderately inhibited H3K36me2 levels (Fig. 6b), but had no obvious effect on other partners, such as NSD2, P300, PRMT1, PRMT4, or H3K27Ac levels (Fig. S7c). To explore whether downregulation of SRC-3 is dependent on SRC-3/NSD2 interactions, we implemented co-immunoprecipitation (Co-IP) experiments with or without SI-2 for a shorter incubation time (16 h) to exclude the impact of SRC-3 degradation (Fig. S7d); we found that the interaction of SRC-3 with NSD2 was almost entirely eliminated in the presence of SI-2 (Fig. 6c). In particular, the protective effect of NSD2 on SRC-3 protein stabilization was attenuated in the presence of SI-2, as the half-life of SRC-3 was dramatically shortened (Fig. 6d, Fig. S7e). As a consequence, the SRC-3 aggregation in BR MM cells was significantly diminished (Fig. 6e, Fig. S7f). To clarify whether SI-2 sensitizes MM cells to BTZ treatment by hindering SRC-3 LLPS, we treated endogenous SRC-3 KD LP-1 cells that were rescued by ectopic SRC-3 FL or ΔIDR overexpression with 25 nM of SI-2 and increasing dosages of BTZ. We found that SI-2 abolished the recovered resistance in FL-rescued cells, but it had only a limited effect in ΔIDR-rescued cells (Fig. 6f, Fig. S7g). Collectively, these results suggested that SI-2 eliminates the SRC-3 function by disrupting the direct binding of NSD2 at the IDR domain of SRC-3.

**Fig. 6:**
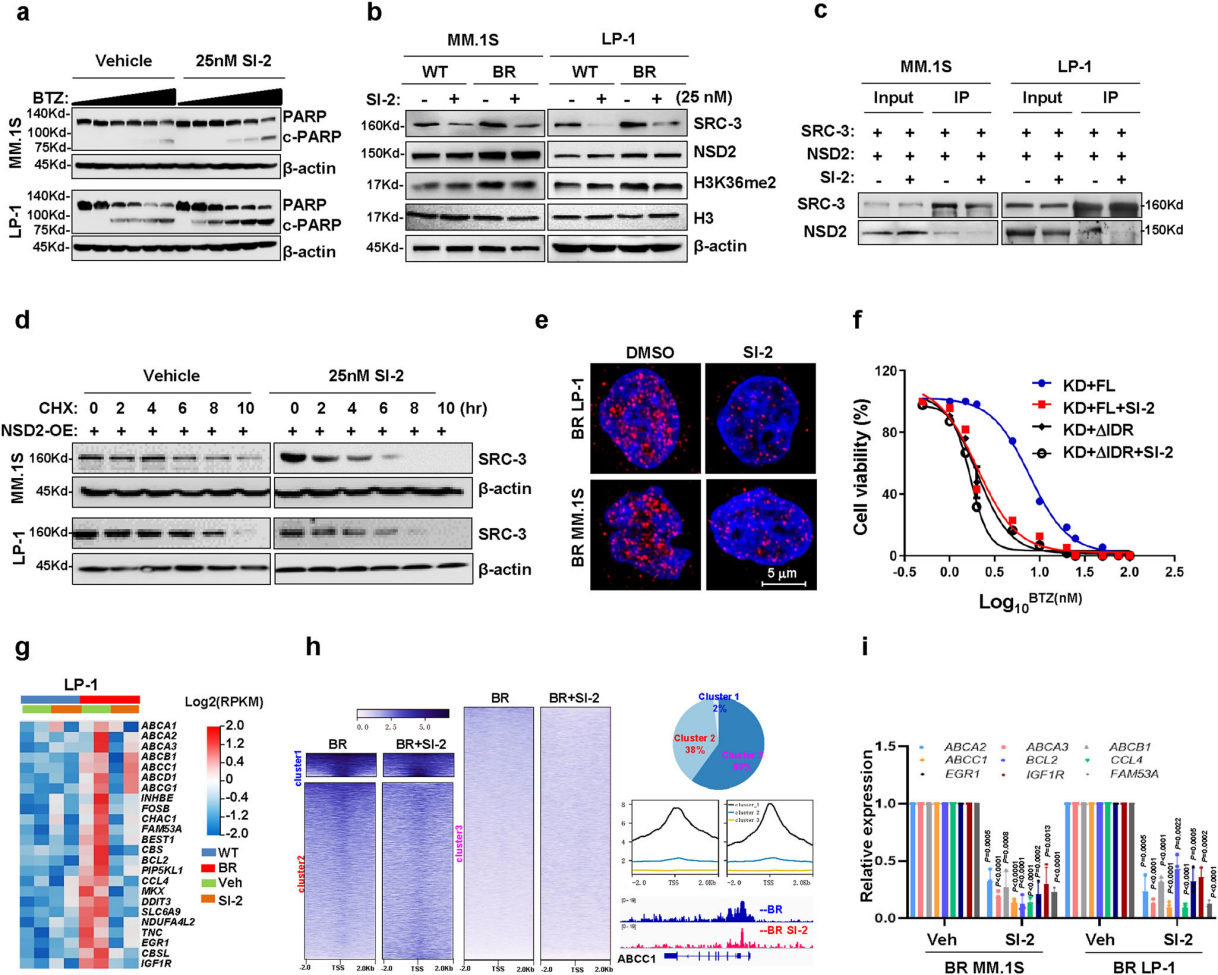
SRC-3 inhibitor SI-2 abolishes NSD2/SRC-3 interaction and sensitizes BTZ treatment in myeloma cells. **a** Cleavage of PARP as the marker of apoptosis in MM cell treated with bortezomib (BTZ) (0–20 nM) in the presence or absence of 25 nM SI-2 for 24 h (*n* = 3 biologically independent experiments). **b** Levels of SRC-3, NSD2, H3K36me2 in wild type (WT) and bortezomib (BTZ)-resistant (BR) myeloma cells treated with 25 nM of SI-2 for 24 h (*n* = 3 biologically independent experiments). **c** Co-IP assay shows interaction between SRC-3 and NSD2 in myeloma cells treated with 25 nM SI-2 for 16 h (*n* = 3 biologically independent experiments). Input, 2% whole cell lysate. IP, anti-SRC-3 antibody. **d** Degradation rate of SRC-3 protein in myeloma cells stably expressing NSD2 treated with 20 μM cycloheximide (CHX) for up to 10 h with or without 25 nM SI-2 (*n* = 3 biologically independent experiments). **e** Confocal immunofluorescence for endogenous SRC-3 droplet foci in bortezomib (BTZ)-resistant (BR) myeloma cells treated with 25 nM SI-2 or vehicle for 24 h (*n* = 3 biologically independent experiments). Scale bar, 5 μm. **f** Alteration of IC_50_ to bortezomib (BTZ) treatment in LP-1 SRC-3-KD cells treated with 25 nM SI-2 or vehicle for 24 h in the presence of SRC-3 full length (FL) or IDR region depletion truncation (ΔIDR) (*n* = 3 biologically independent experiments). **g** Heat map for drug resistance responsible genes alteration in 25 nM SI-2 or vehicle-treated bortezomib (BTZ)-resistant (BR) myeloma cells (*n* = 2 biologically independent experiments). **h** ChIP-seq profile for 3 clusters of genes enriched by H3K36me2 in bortezomib (BTZ)-resistant (BR) LP-1 cells treated with DMSO or 25 nM of SI-2 (*n* = 3 biologically independent experiments). Pie chart, percentage of 3 clusters of genes enriched by H3K36me2 in two groups; Density plots, changes of H3K36me2 density around the transcription start site (TSS) region of genes in 3 clusters. **i** qPCR shows the selected gene expressions in bortezomib (BTZ)-resistant (BR) myeloma cells treated with 25 nM SI-2 for 24 h. (*n* = 3 biologically independent experiments). Two-sided *P*-values were determined by Student’s *t* test; mean ± s.d. Source data are provided as a Source Data file.

To elucidate transcriptomic features of SRC-3 that may be responsible for drug resistance, we employed RNA sequencing (RNA-seq) to define networks of genes in SI-2-treated myeloma cells. This RNA-seq analysis revealed that an ample number of genes were significantly upregulated in BR-MM cells, including anti-apoptotic genes such as ATP-binding cassette transporters (ABC transporters), *BCL2*, and *CCL4*, as well as direct SRC-3-downstream targets, such as *CBS, TNC, EGR1*, and *IGF1R* (Fig. 6g, S Data 2). 

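LP-1 is a human myeloma cell line, and its bortezomib-resistant (BR) derivative was compared here with the wild-type (WT) line. RNA was sequenced from WT and BR cells that received vehicle or 25 nM SI-2, a small-molecule inhibitor of SRC-3, for 24 h, with 2 libraries in each of the 4 conditions. The estimated reads on genes summed to 17997771 and 18279494 in the WT vehicle libraries and to 18085584 and 18248791 in the WT SI-2 libraries. In BR cells they summed to 18235308 and 18250176 with vehicle and to 18570027 and 18192794 with SI-2, so that the depth was nearly the same throughout (median of the 8 libraries, 18242049.5). The authors sequenced on the BGISEQ-500 platform, removed low-quality reads, assembled the clean reads into Unigenes and calculated an expression level per gene, and their deposited table gives estimated counts and FPKM for 18564 genes. Reads shared by several genes were divided among them, and only 8884 genes (47.9%) had whole counts in all libraries. For the comparisons here the estimated counts were rounded, scaled by the TMM method and fitted with edgeR's quasi-likelihood test over the 4 conditions together, after genes with low counts were left out, which kept 13896 genes. Libraries of the same condition differed by a biological coefficient of variation of 0.179. In simulated counts with the same depth and spread, 200 of the 13896 genes had been changed, all with a mean count of at least 50. This test called 98% of the genes with a 4-fold change and 51% of those with a 2-fold change. Of its calls, 3.87% were wrong. These shares do not cover genes with lower counts. The libraries were simulated independently, without differences shared by many genes. Counting error alone is covered by the limit of 3 counts that is used below for genes near 0, and no molecular identifiers are described for the reads.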

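In the LP-1 libraries that received vehicle, 0 of 13896 genes differed between BR and WT cells at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 540 genes, where 694.8 are expected by chance. With the replicate number added as a term there were 881. The smallest adjusted p-value in the edgeR test without that term was 0.051, for IGF2BP3. The alternative that moved the number of genes past the adjustment most was DESeq2 with its own size factors. It called 28 genes, 10 higher and 18 lower in BR cells. Of the 24 genes drawn in Fig. 6g, 19 had enough counts to be tested, and 6 of these were higher and 13 lower in BR than in WT cells, with a median log2 fold change of -0.45 and a range from -2.89 to 0.56. This median was -0.15 without the second BR vehicle library and -0.72 without the first. In the edgeR test no heat map gene passed the adjustment over all genes, and 4 had an unadjusted p under 0.05, while 1 of the 28 genes called by DESeq2, INHBE, is in the heat map. Adjusted over the list alone, 3 genes passed, INHBE, PIP5KL1 and EGR1, all lower in BR cells, although the list was chosen by the study and the count is not independent evidence. As a group these genes lay lower than the other genes in camera (adjusted p = 0.00115 over the 9 list tests made) but did not pass fry (adjusted p = 0.310). Both BR libraries lay above both WT libraries for 4 of the 19 genes and below them for 6, where chance gives 16.67% in each direction.
Among the ATP-binding cassette transporters, ABCC1 (NCBI gene 4363) had a TMM-scaled CPM of 121 ± 1.55 (SD, n = 2) in WT vehicle cells and 161 ± 22.9 (SD, n = 2) in BR vehicle cells. Its log2 fold change was 0.41 with a standard error of 0.17 (unadjusted p = 0.0429, adjusted p = 0.967, edgeR), and it was 0.26 without the second BR vehicle library. With SI-2 the CPM of ABCC1 was 125.8 and 130.1 in WT and 135.7 and 172.5 in BR cells. Every BR library thus lay above every WT library for this gene. For ABCA3 (NCBI gene 21) the CPM was 93.9 ± 4.38 (SD, n = 2) and 120.7 ± 8.60 (SD, n = 2), a log2 fold change of 0.36 (standard error 0.20). ABCB1 (NCBI gene 5243) was at or under the limit of 3 counts in every library. Over all 33 ABC transporter genes tested, the median log2 fold change was -0.028 (adjusted p = 0.708 over the list tests, camera), a sign that reversed to a median of 0.0066 when genes with a CPM of at least 1 in at least 2 libraries were kept.
BCL2 (NCBI gene 596) had a CPM of 352 ± 18.5 (SD, n = 2) in WT and 377 ± 12.4 (SD, n = 2) in BR vehicle cells, and its log2 fold change of 0.099 was smaller than its standard error of 0.17. CCL4 (NCBI gene 6351), whose reads could be divided with near-identical CCL4L genes, was below the count filter, with 6 and 5 counts in the WT vehicle libraries and 1 and 0 in the BR vehicle libraries. TNC (NCBI gene 3371) was also below the filter, with 4 and 8 counts in WT and 9 and 6 in BR vehicle cells. IGF1R (NCBI gene 3480) had a log2 fold change of 0.078 (standard error 0.24), which became -0.13 without the first WT vehicle library.
CBS (NCBI gene 875), which shares reads with its near-identical copy CBSL, had 681 and 758 counts in the WT vehicle libraries and 775 and 441 in the BR vehicle libraries. Its log2 fold change of -0.26 (standard error 0.36) became 0.12 without the second BR vehicle library and -0.79 without the first. EGR1 (NCBI gene 1958) had 76 and 19 counts in WT and 5 and 8 in BR vehicle cells, a log2 fold change of -2.89 (standard error 0.80, adjusted p = 0.967, edgeR) that was -1.55 without the first WT vehicle library. INHBE (NCBI gene 83729) fell from a CPM of 129 ± 38.7 (SD, n = 2) to 44.2 ± 16.1 (SD, n = 2), a log2 fold change of -1.54 (standard error 0.36, adjusted p = 0.688, edgeR). With DESeq2 it was also -1.54 (adjusted p = 0.00433), and over the alternatives the adjusted p for INHBE ran from 0.00433 to 0.719. CBS, CBSL, INHBE and 5 further genes of the heat map also differed between WT vehicle 1, WT vehicle 2, WT SI-2 2 and BR vehicle 1 and the other 4 libraries. This split follows neither the line nor SI-2, but it shares 3 of the 4 libraries on each side with the lines. INHBE itself parted by line, with a CPM from 76.7 to 156.3 in the WT and from 27.7 to 55.6 in the BR libraries. CBS did not, with 23.8 in WT SI-2 1 and 43.8 in BR vehicle 1.

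**Figure D1:**
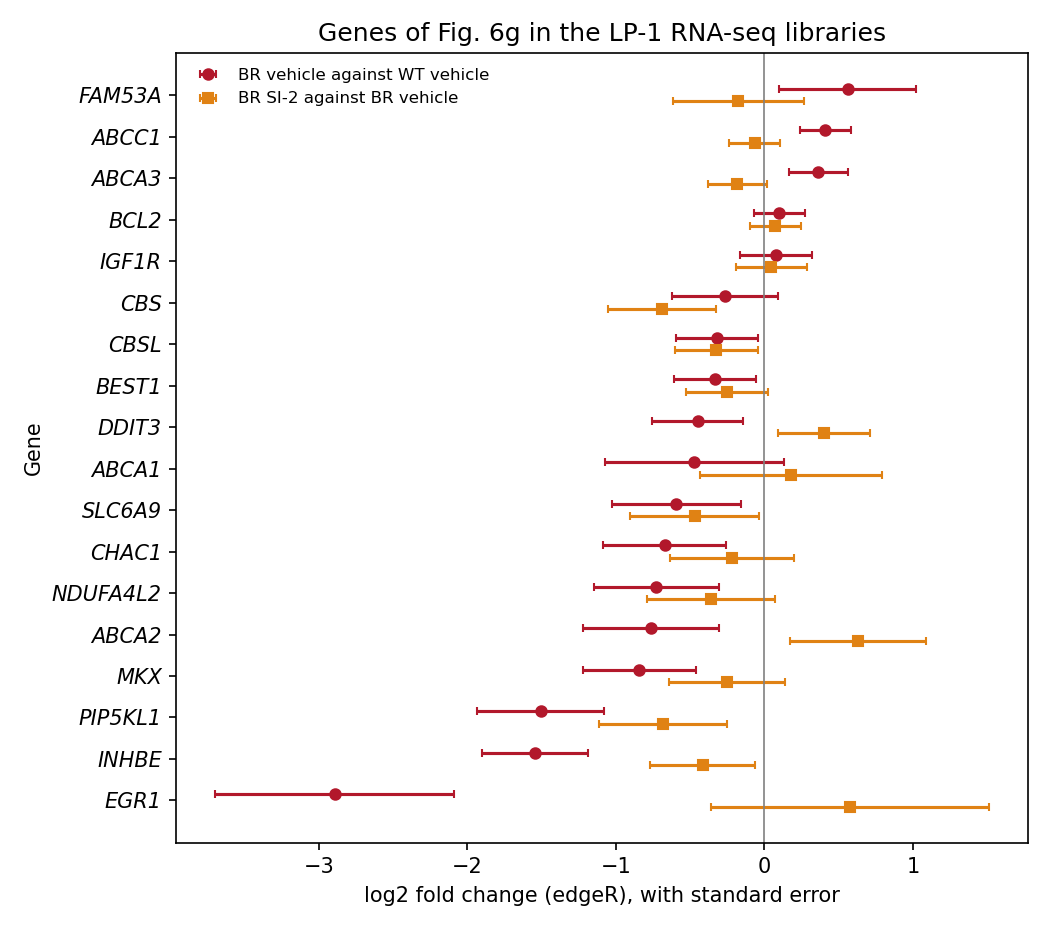
Log2 fold changes with their standard errors (x axis) of 18 tested genes of Fig. 6g (y axis) in LP-1 cells, for BR vehicle against WT vehicle (circles) and for BR SI-2 against BR vehicle (squares), each from 2 libraries per condition. For BR against WT, 5 of the genes drawn lie to the right of 0 and 13 to the left, from FAM53A at 0.56 to EGR1 at -2.89.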

Chromatin-immunoprecipitation sequencing (ChIP-seq) revealed that the recruitment of H3K36me2 on transcription start sites (TSS) of some genes that could be distinguished into three patterns; furthermore, SI-2 exposure reduced H3K36me2 recruitment on genes governing apoptosis, such as *ABCC1*, which hinders gene-transcription elongation through RNA polymerase II (Fig. 6h, S Data 3). Additionally, abolishment of increased H3K36me2 modifications on the TSS of SRC-3 target genes was confirmed by ChIP-PCR using H3K36me2 or NSD2 antibodies (Fig. S7h) and quantitative PCR (qPCR) (Fig. 6i). Together, these findings revealed that pharmacologically targeting SRC-3 through SI-2, at least in part, abrogates transcriptional alterations in myeloma cells responsible for drug resistance.

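In BR LP-1 cells, SI-2 changed 0 of 13896 genes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), with 167 genes at an unadjusted p under 0.05. In WT cells the numbers were 0 and 74. The effect of SI-2 differed between BR and WT cells for 0 genes in the interaction test, with 74 at an unadjusted p under 0.05. Chance alone gives 694.8 genes at that unadjusted p in each of these comparisons. All of the numbers lie far below it, so the unadjusted p-values ran higher here than chance gives. The comparison with chance therefore cannot show whether SI-2 had an effect. With the replicate number added as a term, the numbers were 233 in BR cells, 121 in WT cells and 92 in the interaction test. With DESeq2, 1 gene was called for SI-2 in BR cells, CORO7-PAM16, a transcript read through from CORO7 into PAM16, with 173 and 57 counts under vehicle and 0 and 0 under SI-2. The reads of such a gene could be divided with those of its parts. The authors' deposited table of their own comparison lists 5256 genes with a q-value under 0.05 for SI-2 against vehicle in BR cells, 3342 higher and 1914 lower, and 611 of them changed at least 2-fold. The same table lists 4625 genes in WT cells, 144 of them changed at least 2-fold.
Of the 19 tested genes of the heat map, 7 were higher and 12 lower in BR cells with SI-2 than with vehicle, with a median log2 fold change of -0.18 and a range from -0.69 to 0.63. None had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. As a group they did not pass camera (adjusted p = 0.120 over the list tests), and without the first BR vehicle library the median was 0.012. Both SI-2 libraries lay above both vehicle libraries for 2 of these genes and below them for 1. The log2 fold change was -0.065 for ABCC1 (standard error 0.17), and it became 0.087 without the second BR vehicle library. It was -0.18 for ABCA3, and this was -0.0058 without the first BR SI-2 library. BCL2 and IGF1R had log2 fold changes of 0.074 and 0.047, and that of IGF1R became -0.10 without the first BR vehicle library. EGR1 had one of 0.57, with a standard error of 0.94 on 7 and 13 counts in the SI-2 libraries, which was 0.11 without the second of these. CBS had the lowest value of the heat map genes, -0.69 (standard error 0.36), which was -0.17 without the first BR vehicle library. For TNC the BR SI-2 libraries had 7 and 32 counts, and CCL4 had 1 in each, under the limit of 3. The 33 ABC transporter genes had a median log2 fold change of -0.061 (adjusted p = 0.650 over the list tests, camera), which was -0.0058 without the first BR SI-2 library.
To ask whether SI-2 reversed the differences of BR cells, the log2 fold change of BR against WT was set against that of SI-2 in BR cells across the 13896 genes, which are not independent replicates. Pearson's r was -0.24. Both fold changes use the BR vehicle libraries, and simulated libraries without any changed gene gave a mean r of -0.50, from -0.52 to -0.48 in 20 simulations. With separate BR vehicle libraries for each fold change, r was 0.0075 when BR against WT came from replicate 1 and 0.16 when it came from replicate 2. For the value of 0.16, both fold changes cross the split of the libraries described above in the same direction. The split could raise that r by itself, so it does not cleanly test a reversal. Neither fold change crosses the split for the value of 0.0075. From its RNA-seq, ChIP-seq and PCR findings the paper concludes that SI-2 abrogates, at least in part, the altered transcription that makes myeloma cells resistant.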

### SI-2 overcomes BTZ resistance and restores myeloma-induced bone lesions in vivo

To evaluate the effects of SI-2 on remission of myeloma tumor growth and lytic bone lesions following BTZ in vivo, we established WT-MM-originated or BR-MM-originated xenografts or bone-lesion models, respectively, in NOD-*scid* IL2Rg^null^ mice^26^. We used SRC-3-low MM.1S cells and SRC-3-high LP-1 cells to evaluate whether anti-MM effects are mediated by targeting the SRC-3 protein. SI-2 administration alone had no obvious effects on tumor growth in WT-MM-derived models, nor did BTZ administration alone in BR-MM-derived models. We found significantly beneficial antitumor effects, however, using a combination of BTZ and SI-2 in both MM-derived xenografts, with an even more obvious efficacy in LP-1 cells than in MM.1S cells (Fig. S8a). Notably, we did not observe any significant toxic effects in mice from these manipulations, as there were no detected changes in body weight or bone metabolism (Fig. S8b, c). Interestingly, when tumors were derived from BR-MM cells, the combined treatment with SI-2 and BTZ remarkably suppressed or even halted tumor growth in most cases (Fig. 7a) and, moreover, significantly improved mouse survival (Fig. 7b). We also found significantly inhibited SRC-3 level, increased apoptotic cells, and halted cellular proliferation in the SI-2-treated groups (Fig. 7c, Fig. S8d); additionally, SI-2 treatment abrogated the elevated genes responsible for drug resistance in MM (Fig. S8e).

**Fig. 7:**
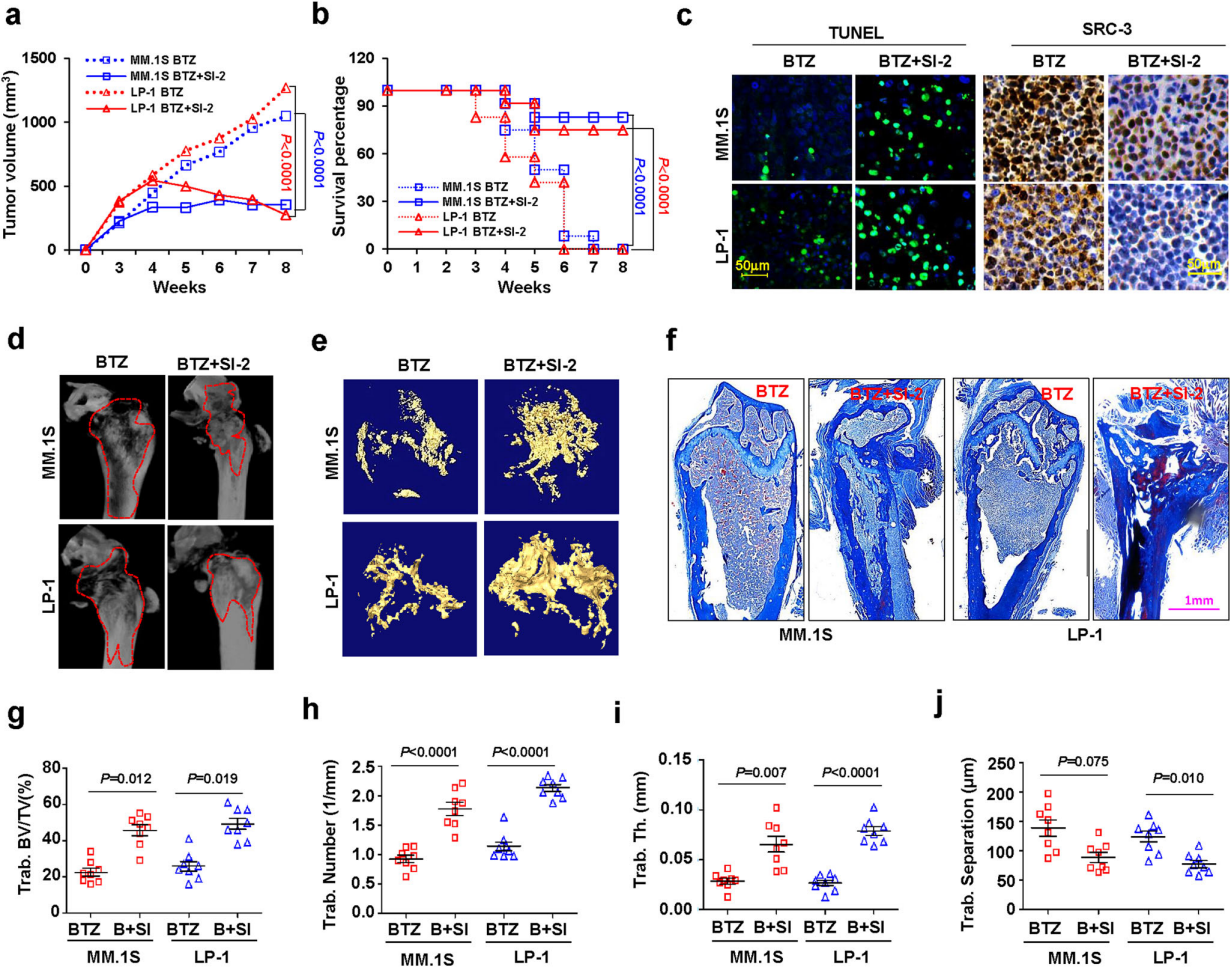
SI-2 abolishes BTZ drug resistance and rehabilitates bone disruption in vivo. **a** Tumor growth of bortezomib (BTZ)-resistant (BR) MM.1S or LP-1 cells (3 × 10^6^ cells/mouse) in NSG mice combined treatment with SI-2 and BTZ (*n* = 12 mice per group). Two-sided *P*-values were determined by two-way ANOVA test; mean ± s.d.; red *P* for LP-1 and blue *P* for MM.1S. **b** Survival rate of mice at the time point of tumor size = 15 mm^3^ (*n* = 12 mice per group). Two-sided *P*-values were analyzed using log-rank test; red *P* for LP-1 and blue *P* for MM.1S. **c** Representative micrographs (*n* = 12 biologically independent samples) of immunohistochemistry staining in tissues from xenograft of mice treated with bortezomib (BTZ) or BTZ plus SI-2 to detect SRC-3 level and apoptosis using TUNEL kit. Scale bar, 50 μm. **d** Representative microCT reconstructions of mouse femurs bearing bortezomib (BTZ)-resistant (BR) MM.1S and LP-1 cells (5 × 10^5^/mouse) and treated with BTZ (0.5 mg/kg) or BTZ + SI-2 (2 mg/kg SI-2) (n = 8 mice per group). **e** 3D reconstructions of bone trabecula in metaphyseal regions (*n* = 8 mice per group). **f** Masson staining shows the histological disruption of mice femur (*n* = 8 biologically independent samples). Measurement of (**g**) the percentage of bone volume to total volume (BV/TV), (**h**) trabecular number, (**i**) trabecular thickness, and (**j**) trabecular separation in the metaphyseal regions of the mice femurs in the bortezomib (BTZ) and BTZ + SI-2 groups were analyzed (n = 8 mice per group). Two-sided *P* values were determined by Student’s *t*-test; mean ± s.d. Source data are provided as a Source Data file.

In terms of our bone-lesion models, for mice femurs bearing WT-MM cells, the combination of SI-2 with BTZ significantly alleviated bone disruption compared with that of BTZ alone, whereas SI-2 alone had no beneficial effect (Fig. S8f, g). In the femurs of mice bearing BR-MM cells, remission of bone disruption in the SI-2/BTZ combination group was observed by the shrinkage of the osteolytic lesion area and less cortical perforations upon treatment (Fig. 7d). Three-dimensional reconstruction of bone-trabecula measurements illustrated a well-preserved trabecular network at metaphyseal and diaphyseal regions of mouse femurs in the SI-2/BTZ combination group (Fig. 7e). Histologically, an attenuated disruption of bone trabecula was also visualized in the SI-2/BTZ combination group (Fig. 7f, Fig. S8h). Quantitative analysis of bone structure revealed a significant recuperation of trabecula disruption in the SI-2/BTZ combination group, with higher percentages of BV/TV (Fig. 7g), trabecula numbers (Fig. 7h), and cortical thickness (Fig. 7i), as well as a smaller size of trabecula separation at the metaphysis and diaphysis (Fig. 7j). Taken together, these in vivo phenotypes and biological data revealed that pharmacological targeting of SRC-3 abrogates BTZ-induced drug resistance and stimulates bone-lesion recovery in mice.

## Discussion

In the present study, we elucidated an important role of SRC-3 in proteasome-inhibitor-induced drug resistance in MM patients and immortalized cell lines. We found that SRC-3 mechanistically exerted this role through interactions with the histone methyltransferase NSD2 to stabilize SRC-3 and form liquid–liquid phase separation, consequentially remodeling chromatin and producing an adaptive transcriptome favoring myeloma-cell survival and disease progression. Notably, our findings also revealed significant anti-MM effects of a newly developed SRC-3 inhibitor, SI-2, with BTZ, and shed light on developing strategies using SI-2 to overcome drug resistance in MM patients.

Previous findings revealed that oncogenic SRC-3 is dominantly expressed in human CD19^−^ B cells, B lymphoblasts, and dendritic cells^32^. CD19^−^ B cells mainly consist of plasma cells (with only a few numbers of pro-B cells), from which MM originates^33^. Functional roles of SRC-1 and SRC-2 are mostly reported in tumor migration and metastasis, but SRC-3 also plays more important roles in tumor initiation, progression, and chemoresistance^34^. We found that SRC-3 expression was elevated more in RR patients than in newly diagnosed MM patients, as well as in patients with disease progression; moreover, correlational analysis showed a significant negative correlation of SRC-3 with clinical outcomes, confirming the role of SRC-3 in tumor progression that previously has been reported by other groups. Our SILAC assay showed that SRC-3 is one of the DEP proteins in BTZ-resistant MM cells, and that the other down- or upregulated proteins likely also have close relationships with SRC-3. Another contribution of our present study in regard to elucidation of SRC-3 in MM chemoresistance is that elevated SRC-3 in MM may be induced specifically by proteasome inhibitors, because RR patients in our study were treated with several rounds of BTZ-based regimens. Furthermore, our in vitro studies also verified that depletion of SRC-3 either by RNA interference (RNAi) or small-molecule inhibitors sensitized the anti-MM efficacy of BTZ. Thus, a variety of assays in our present study collectively revealed an important role of SRC-3 in acquired drug resistance in MM.

SRC-3 has been reported to be modified by SUMOylation for degradation^35^, and BTZ is a type of proteasome inhibitor that disturbs the proteasome-dependent protein degradation system. Therefore, modification of SRC-3 protein levels, or interactions with other protein complexes, may play important roles in SRC-3-mediated proteasome-inhibitor-induced drug resistance in MM. SRC-3 has been found to promote hormone-dependent cancers by coactivating nuclear receptors as well as transcription factors^18^. Four conserved structural domains constitute a platform for these coregulators to bind and execute chromatin remodeling and transcriptional regulation. Specifically, AD2 is the domain in which the histone methyltransferases, CARM1 and PRMT1, are reported to bind and promote histone methylation that subsequently facilitates chromatin remodeling^36^. In our present study, we discovered that NSD2 levels—but not p300, CARM1, or PRMT1 levels—were upregulated under BTZ treatment. A recent study has reported that NSD2 interacts with and methylates the non-histone protein, aurora kinase A, and promotes solid tumor cell proliferation^17^. Our present study also suggested that methyltransferase activity of NDS2 is essential for SRC-3 stability, because either depletion of the SET domain with methyltransferase activity or mutation of the key amino acid in the SET domain of NSD2 extinguished the NDS2-mediated protective effects on SRC-3. However, whether NSD2 regulates SRC-3 expression at the transcriptional level was not investigated in the current study.

One consequence of protein–protein interactions and modifications is to form LLPS, often through intrinsically disordered protein sequences^37^. We identified that SRC-3, but not NSD2, had the capacity to form LLPS, and it is closely correlated with the NSD2 in MM cells. The functional consequences of phase-separated condensates are involved in various biological activities, including modulating chromatin structure, gene expression, protein degradation, and signaling transduction.^38,39^ These functional consequences are particularly interesting when they occur in the nucleus, because the nuclear phase is reported to be critical for direct interaction and regulation of the transcriptome^38,40^. Importantly, altered LLPS usually leads to dysregulation of nuclear events or epigenetics, and consequentially causes tumorigenesis or progression, because condensation of proteins can exert augmented biological functions compared with those during a diffused status^41^. Besides, the destruction of SRC-3 LLPS also causes diffusion of SRC-3 and alters its normal localization in the nucleus, thus attenuating SRC-3 mediated gene transcription activity and likely other biological functions as well. An updated literature has indicated that small-molecule therapeutics in nuclear condensates could influence drug activity and drug resistance in cancer cells, thus optimize condensate partitioning may be valuable in developing improved therapeutics^42^. Our present study provided the first evidence that LLPS is involved in the drug resistance of MM. Specifically, we found that LLPS of SRC-3 enhanced recruitment of NSD2 to the condensate and exerted higher methyltransferase activity, leading to H3K36me2 modifications on the genes responsible for cellular survival and anti-apoptosis (e.g., ABC family genes and *BCL2*), which may promote resistance to chemotherapies. Thus, targeting the interaction of SRC-3 and NSD2, either by manipulating gene expression or using small-molecular inhibitors, may suppress LLPS formation and reduce NSD2-mediated H3K36me2 modifications without depleting NSD2 expression levels. Collectively, our present findings provide at least two mechanistic insights into the roles of SRC-3 in MM drug resistance, and also provide a perspective for better understanding how SRC-3 bridges chromatin modifications with transcriptional alterations to promote chemoresistance in MM.

Recently, newly developed small-molecule inhibitors for disrupting protein–protein interactions to eliminate activities or functions of target proteins have shed light on ways to exploit strategies for cancer therapy. In the present study, we also examined the efficacy of a SRC-3 inhibitor, SI-2, on overcoming resistance to BTZ therapy in myeloma cells. SI-2 has been verified to significantly inhibit breast cancer growth through a direct interaction with SRC-3, as well as to selectively reduce protein concentrations and transcriptional activities of SRC-3 without greatly affected cellular viability^31^. In addition, SI-2 also has been shown to exert a suppressive effect on lung tumor initiation by eliminating cancer stem-like cells^43^. Notably, Song et al. have reported that administration of SI-2 (at 2 mg/kg) has no observable acute or chronic toxicity in vivo^31^. In MM, we found that administration of SI-2 alone did not kill myeloma cells even at a high concentration, but it did sensitize the anti-MM efficacy of BTZ at nanomolar levels. We also found that SI-2 disrupted the interaction of SRC-3 with NSD2, and facilitated degradation of SRC-3. It is conceivable that SI-2 significantly affects drug-responsible genes and consequently influences cells that are prone to survival. Most important, we found that the anti-MM efficacy of SI-2 became more obvious in MM cells with t(4;14) translocations, in which NSD2 levels were predominantly high. Thus, our present findings highlight a possible translational application of SRC-3 inhibitors, such as SI-2, for clinical use in treating RR-MM patients.

In summary, our present findings elucidated the importance of SRC-3 in proteasome-inhibitor-induced drug resistance in myeloma cells, and uncovered its interaction with the histone methyltransferase NSD2. Our results also shed light on guiding the development of therapeutic strategies using the SRC-3 inhibitor, SI-2, for MM patients with t(4;14) translocations or induced RR from proteasome-inhibitor therapy.

## Methods

### Patient and ethics approvals

Diagnosis of newly diagnosed or relapsed/refractory MM patients by the International Myeloma Working Group (IMWG) criteria^44^, management regimens and response evaluation^25^, the Revised International Staging System (R-ISS) for MM^45^, and the key exclusion criteria^46^, were adopted accordingly. Briefly, patients of standard risk were induced with BTZ-based regimen (≥8 cycles) before maintenance, and patients of high risk were maintained with BTZ-based regimens; response to treatment regimens were evaluated after receiving 2 cycles of treatment, and both the primary and secondary refractory as well as relapsed patients were included; the bone disruptions were evaluated one year after the treatment. Bone marrow biopsies were taken without washout period. Preparation of CD138^+^ cells from MM patients and healthy controls have been described in a previous study^26^. This study was approved by the Ethics Committee of Tianjin Medical University, and all protocols conformed to the Ethical Guidelines of the World Medical Association Declaration of Helsinki. Signed informed consent was obtained from each participating individual prior to participation in the study.

### MM cell lines

Myeloma-cell lines MM.1R and U266 were purchased from ATCC (American Type Culture Collection, Manassas, VA, USA), RPMI-8226 and MM.1S from the National Infrastructure of Cell Line Resource (Beijing, China), NCI-H929 from Chinese Academy of Sciences Cell Bank (Shanghai, China), respectively; ANBL-6, ARP-1, CAG, OPM-2 were kind gifts from Dr. Robert Z. Orlowski at the Department of Lymphoma and Myeloma, UT MD Anderson Cancer Center. MM cells were cultured in RPMI-1640 media supplemented with 15% of fetal bovine serum, 100 U/ml of penicillin, 100 mg/ml of streptomycin, and 2 mM L-glutamine (Gibco, Life Technologies, Carlsbad, CA, USA). The HEK293T cells were cultured in DMEM-high glucose media with 10% fetal bovine serum, 100 U/ml of penicillin, 100 mg/ml of streptomycin, and 2 mM L-glutamine. These cells were all cultured at 37 °C in a humidified incubator with 5% CO_2_ (Gibco, Life Technologies, Carlsbad, CA, USA). All cells were STR authenticated (Biowing Biotech, Shanghai, China) and mycoplasma-free confirmed with the Universal Mycoplasma Detection Kit (ATCC, Manassas, VA, USA).

### Stable isotope labeling using amino acids in cell culture (SILAC) assay

The cells were labeled with either “heavy isotopic amino acids” (L-^13^C_6_-Lysine/L-^13^C_6_^15^N_4_-Arginine) or “light isotopic amino acids” (L-Lysine/L-Arginine) using a SILAC Protein Quantitation Kit (Pierce, ThermoFisher, Carlsbad, CA, USA) according to the manufacturer’s instructions. The cell line was grown for more than six generations before being harvested, to achieve more than 97% labeling efficiency. After that, the cells were further expanded in SILAC media to desired the cell number. Finally, the cells were washed with cold PBS two times and stored at −80 °C for further LC-MS/MS and bioinformatics analysis (PTM biolabs, Hangzhou, China).

### Transfection, virus package, and infection

Transient transfections to HEK293T cells were performed using polyethyleneimine (PEI) (Polysciences, Warrington, PA, USA) in the OPTI-MEM medium (Life Technologies, Carlsbad, CA, USA) with a ratio of 1:4 to 1:6 of DNA:PEI. Transient transfections to MM cells were performed using the Neon electroporation Transfection System (Invitrogen of Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instructions as previously reported^27^. Viral particles were produced by HEK293T cells in a 10 cm dish transfected with 4 μg PMD2G and 6 μg PSPAX2 packaging plasmids (Addgene, Watertown, MA, USA), together with 8 μg lentiviral expressing vectors encoding target genes listed in the S Table 1. Supernatant carrying the viral particles was harvested after transfection and concentrated to 1/100 volume by Poly (ethylene glycol) 8,000 (Sigma-Aldrich, St. Louis, MS, USA). For viral infection, 1 × 10^6^ myeloma cells were seeded and then added 50 μL viral concentration and 8 μg/mL polybrene, and cells were spun at 200 × *g* for 45 min at 20 °C. 12 h after infection, the medium was changed and cells were cultured for another 48 h until further management.

### Cell proliferation assay

Myeloma cells (5 × 10^3^) were treated as designed in 96-well plates for an appropriate time and then added 20 μL of CellTiter 96 AQueous One Solution Reagent (Promega, Fitchburg, WN, USA) into 100 μL of culture media, after incubation for 1–4 hr at 37 °C the plates were read at 490 nm with a Microplate Reader 550 (Bio-Rad Laboratories, Richmond, CA, USA). The following formula was used to calculate cell viability (%) = OD value of treatment group/OD value of control group ×100.

### Real-time PCR and RNA-seq experiment

Total RNA was isolated using Trizol (Life Technologies, South San Francisco, CA USA) according to the manufacturer’s instructions. Total RNA (2 μg) was reverse transcribed using the 5× All-In-One reverse transcription MasterMix (abm, Vancouver, Canada). Quantitative real-time PCR was performed by mixing cDNA, gene-specific primers, and EvaGreen 2× qPCR MasterMix (abm, Vancouver, Canada) in the QuantStudio 3 Real-Time PCR System (Applied Biosystems). Primer sequences are provided in the S Table 1. For RNA-sequencing assays, the quality of the purified RNA was tested on Agilent 2100 Bio analyzer (Agilent RNA 6000 Nano Kit) (BGI, Shenzhen, China). Libraries for cluster generation and DNA sequencing were prepared following an adapted method from the BGISEQ-500 platform. The low quality reads (more than 20% of the bases qualities are lower than 10) were filtered to get the clean reads. Then those clean reads were assembled into Unigenes, followed with Unigene functional annotation, SSR detection and calculation of the Unigene expression levels and SNPs of each sample. Finally, DEGs (differential expressed genes) were identified between samples and from clustering analysis and functional annotations.

### Flow cytometry analysis

MM cells were incubated in 12-well plates and administered with bortezomib with or without SRC-3 inhibitors. After incubation at 37 °C for the indicated time, apoptosis assay was then carried out using the Annexin V-FITC Apoptosis Detection Kit (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions. A total of 5 × 10^5^ cells were stained with 5 μL Annexin V-FITC and 1 μL of PI in the dark to ensure the population abundance. The cells were analyzed by a FACS Calibur instrument. The data of flow cytometry were analyzed with CellQuest 3.0 software (BD Biosciences, New Jersey, USA). Forward and side scatter gating strategy was used in flow cytometry analysis to identify the cells of interest based on the relative size and to remove debris and other events that are not of interest.

### Immunofluorescence staining (IF) and PLA

For IF assays, myeloma cells were fixed in 4% formaldehyde, then samples were permeabilized and blocked. After incubation with anti-SRC-3 antibody (1:500) (Cell Signaling Technology, #2126, Danvers, MA, USA) and anti-NSD2 antibody (1:250) (Abcam, ab75359, Cambridge, UK) overnight at 4 °C, samples were incubated with FITC-conjugated goat anti-rabbit IgG (1:2000) for 60 min at room temperature and nuclei were counterstained with DAPI. PLA assay was performed using Duolink In Situ (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions. Briefly, MM cells were deposited on glass slides and pre-treated with respect to fixation, retrieval, and/or permeabilization. After blocking, and sequentially incubating with a mouse anti-NSD2 antibody (1:250) (Abcam, ab75359, Cambridge, UK) and a monoclonal rabbit anti-SRC-3 antibody (1:500) (Cell Signaling Technology, #2126, Danvers, MA, USA) overnight at 4 °C. Species-specific secondary antibodies linked to specific oligonucleotides were added, and the sample was incubated for an additional 60 min at 37 °C. Ligation of PLA probes was done by adding a solution containing ligase to the sample at 37 °C for 30 min. Finally, signal amplification took place by rolling circle amplification of ligated PLA probes at 37 °C for 100 min. Samples were stained with DAPI to visualize cell nuclei. The addition of isotype control immunoglobulins instead of primary antibodies was used as a negative control. Signal detection was carried out by fluorescence imaging performed using an Olympus FV1000 IX81-SIM Confocal Microscope (Olympus, Tokyo, Japan).

### Tunnel assay

Tunnel assay was performed using the DeadEnd™ Fluorometric TUNEL System (Promaga, Tokyo, Japan) according to the manufacturer’s instructions. Briefly, the deparaffinized and rehydrated tissue sections were incubated with proteinase K (20 µg/mL) for 8–10 min. Then they were washed and incubated with Equilibration Buffer for 5–10 min. The tissue sections were fixed with 4% methanol-free formaldehyde solution for 5 min. Then they were washed and incubated with rTdT incubation buffer at 37 °C for 60 min in the dark. The reactions were terminated by incubation with 2× SSC for 15 min at room temperature. The samples were washed and stained by propidium (1 µg/mL) in PBS for 15 min at room temperature in the dark. Then the samples were washed three times and analyzed by the Olympus FV1000 IX81-SIM Confocal Microscope (Olympus, Tokyo, Japan).

### Fluorescence recovery after photobleaching (FRAP)

MM cells were subjected to FRAP experiments with an Olympus FV1000 IX81-SIM Confocal Microscope (Olympus, Tokyo, Japan). Photobleaching was performed using tornado mode with the 488 nm laser at 100% laser power for 1–5 s. EGFP fluorescence recovery was monitored with 488 nm laser using the free-run mode at ~5 s intervals. Fluorescence of unbleached site in the same view was also monitored as the control. Signal was presented as the ratio relative to the fluorescence signal before photobleaching.

### In vitro droplet assay

For protein purification, plasmids containing the GFP-fused protein were transformed into BL21 cells, and a fresh bacterial colony with OD_600_ of 0.8–0.9 was induced by 1 mM IPTG at 16 °C overnight. Pallets were resuspended in GST lysis buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl) containing 1 mM dithiothreitol, 0.2 mM phenylmethylsulfonyl fluoride, 1% Triton-X100, complete protease inhibitor and sonicated (4 cycle of 30 s on, 30 s off). The lysate was cleared by centrifugation at 12,000 ×g for 20 min at 4 °C and added with NaCl to 500 mM. Then the supernatants were added to 500 μL glutathione agarose (Thermo Fisher, 16100) (prewashed in lysis buffer). Tubes containing this agarose lysate slurry were rotated at 4 °C overnight. Then the packed agarose washed twice with GST lysis buffer containing 500 mM NaCl and twice with GST lysis buffer. Protein was obtained by cleavage of Pierce^TM^ HRV 3 C protease and judged by coomassie stained gel. For droplet assay, protein was added to solutions at varying concentrations with indicated final salt and molecular crowder concentrations in Buffer A (50 mM Tris-HCl pH 7.5, 10% glycerol, 1 mM DTT). The protein solution was immediately loaded onto a homemade chamber comprising a glass slide with a coverslip attached by two parallel strips of double-sided tape. Imaging was obtained by the Olympus FV1000 IX81-SIM Confocal Microscope (Olympus, Tokyo, Japan).

### Western blotting and co-immunoprecipitation (Co-IP)

Protein lysates were prepared in RIPA-buffer supplemented with complete protease inhibitors (Roche, Indianapolis, IN, USA). Cell lysate (50 μg) was separated by electrophoresis on SDS-PAGE gel and transferred to nitrocellulose membranes (Pall Corporation, Washington, NY, USA). Membranes were blocked with 5% non-fat milk for 1 h at room temperature and probed overnight at 4 °C with specific antibodies. Membranes were washed and incubated with horseradish peroxidase-conjugated secondary antibodies at room temperature, and finally were visualized using an enhanced chemiluminescence system (Millipore, Los Angeles, CA USA). For Co-IP assay, cells were harvested and lysed by NP-40 lysis buffer (50 mM Tris-Hcl pH 7.4, 150 mM Nacl) supplemented with complete protease inhibitors (Roche, Indianapolis, IN, USA) on ice for 30 min. Co-IP for exogenous expressed proteins, supernatant was incubated with anti-FLAG M2 Affinity Gel (Sigma-Aldrich, St. Louis, MO, USA), for endogenous assays myeloma cells, the supernatant was incubated with 2 μg specific antibodies at 4 °C overnight with protein G dynabeads (ThermoFisher Scientific, Carlsbad, CA, USA). The next day, the pellet was washed four times with NP-40 lysis buffer, and then subjected to western blotting analysis using the anti-NSD2 or anti-SRC3 antibodies, respectively. Antibodies used in this study were listed in the Supplementary File. The representative Western blot images for at least three independent experiments shown in the figures have been cropped and auto contrasted. Quantifications of Western blots were analyzed using Image J Version 1.53c (National Institutes of Health).

### Sliver staining and mass spectrometry

Samples were harvested by Co-IP and resolved in the gel by Western blot. Sliver stain was performed according to Pierce™ Silver Stain Kit (Thermo, Waltham, MA, USA) manufacturer’s instructions. Briefly, the gel was washed twice in ultrapure water, fixed twice in 30% ethanol, and washed sequentially in 10% ethanol and ultrapure water. Then the gel was sensitized by sensitizer working solution for 1 min, stained in stain working solution for 30 min after washed with water. The gel was washed twice with ultrapure water for 20 s, developed with developer working solution for 2–3 min until bands appeared, stopped with 5% acetic acid for 10 min. The specific bands were selected for mass spectrum. The corresponding bands were further excised and subjected to mass spectrum assay as previously described^47^.

### Chromatin-immunoprecipitation (ChIP) and ChIP-sequencing (ChIP-seq)

4 × 10^7^ cells were cross-linked with 1% formaldehyde for 10 min at room temperature and then quenched by the addition of glycine (125 mM final concentration) for 5 min. The cells were harvested and resuspended in 1 ml ChIP lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-Hcl, pH 8.0), then incubated on ice for 10 min. Chromatin was fragmented to 200–500 bp using 12 cycles of ultrasonication (SONICS, Newtown, CT, USA). For each IP, chromatin was immunoprecipitated with 2 μg of antibody in IP dilution buffer (1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl, pH 8.0) at 4 °C overnight. Chromatin was precleared for 2 hr each with protein G agarose beads (Cell Signaling Technology, Danvers, MA, USA) after immunoprecipitation. The immunoprecipitated material was washed, once in TSE I buffer (20 mM TrisHCl pH 8.0, 2 mM EDTA pH8.0, 150 mM NaCl, 1% Triton X-100, 0.1% SDS), once in TSE II buffer (20 mM TrisHCl pH 8.0, 2 mM EDTA pH8.0, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), once in LiCl buffer (10 mM TrisHCl pH 8.0, 250 mM LiCl, 1% deoxycholic acid, 1% NP40) and once in TE buffer (10 mM Tris pH 8.0, 1 mM EDTA pH8.0) before elution in elution buffer (100 mM NaHCO3, 1% SDS). After beads were removed, samples were cross-linked overnight at 65 °C and DNA was isolated using QIAquick PCR Purification Kit (QIAGEN, MD, USA). Precipitated DNA was analyzed by PCR or high-throughput sequencing (Beijing Genomics Institute, Beijing, China). Antibodies used in this study were listed in the supplementary file.

### Immunohistochemistry

Deparaffinized tissue slides were blocked with 3% H_2_O_2_ solution and antigen were retrieved with 10 mM citrate buffer (pH 6.0). After blocking, appropriately diluted primary antibodies were added onto the slides and incubated in a humidified chamber at 4 °C overnight, and then appropriately diluted biotinylated secondary antibody was incubated at room temperature for 1 hr. DAB substrate solution (Dako, K5361) (freshly made just before use) was used to reveal the color of antibody staining. Nuclei were localized by heamtoxylin staining for 1–2 min before mounting and capture.

### NOD/SCID Mouse Xenograft and Intra-bone bone lesion models

Animal studies were approved by the Committee on Animal Research and Ethics of Tianjin Medical University, and all protocols conformed to the Guidelines for Ethical Conduct in the Care and Use of Nonhuman Animals in Research. 4–6 weeks old female NOD.*Cg-Prkdc*^*scid*^*Il2rg*^*tm1Wjl*^/SzJ mice were used to establish the xenograft (*n* = 12) and intra-bone injection models (*n* = 8) as previously reported^48,49^. After 2 weeks when tumor sizes were palpable (~5 mm diameter), BTZ (0.5 mg/kg) was administrated intraperitoneally with DMSO as vehicle control or SI-2 (2 mg/kg) three times per week, and tumor volumes were monitored every 3 days as 1/2(L*W^2^) mm, where the L presenting the length and W representing width of tumor. Measurements of tumor size were achieved by two independent technicians and the average was used to calculate the growth curve. After treatment 5 weeks, for xenografts experiments, mice were sacrificed and the tumor xenografts were collected for IHC and TUNEL assays. MicroCT was performed on mice femurs with a Skyscan 1172 microtomograph (BrukermicroCT, Kontich, Belgium). After segmentation, the 3D models were constructed from the stack of 2D images with a surface-rendering program (Ant, release 2.0.5, Skyscan). 3D measurements were obtained with the CtAn software (release 2.5, Skyscan). Trabecular bone analysis was performed on the femur body. The following 3D parameters were calculated: trabecular volume (BV/TV, in %), trabecuber thickness (Tb.Th, in mm), trabecular separation (Tb.Sp. in μm) and trabecular number (Tb.N, in 1/mm).

### Statistical analysis

Data were shown as mean ± SD for at least three independent experiments. Differences between groups were determined using paired two-sided Student’s *t*-test or two-way ANOVA. Pearson correlation test was used to determine the correlations between gene expressions, and survival analysis and a log-rank test were done by GraphPad Prism 5.0. A *P* value less than 0.05 was considered statistically significant compared with the controls, respectively.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Reporting Summary

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. All relevant data are available from the authors, and the RNA-seq and ChIP-seq data can be publicly found at the Gene Expression Omnibus database under accession number GSE156872. Source data are provided with this paper. Requests for any materials in this study should be directed to Zhiqiang Liu and obtained through an MTA. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Targeting NSD2-mediated SRC-3 liquid–liquid phase separation sensitizes bortezomib treatment in multiple myeloma
**Source:** Nat Commun. 2021 Feb 15;12:1022. doi: 10.1038/s41467-021-21386-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary figure legends

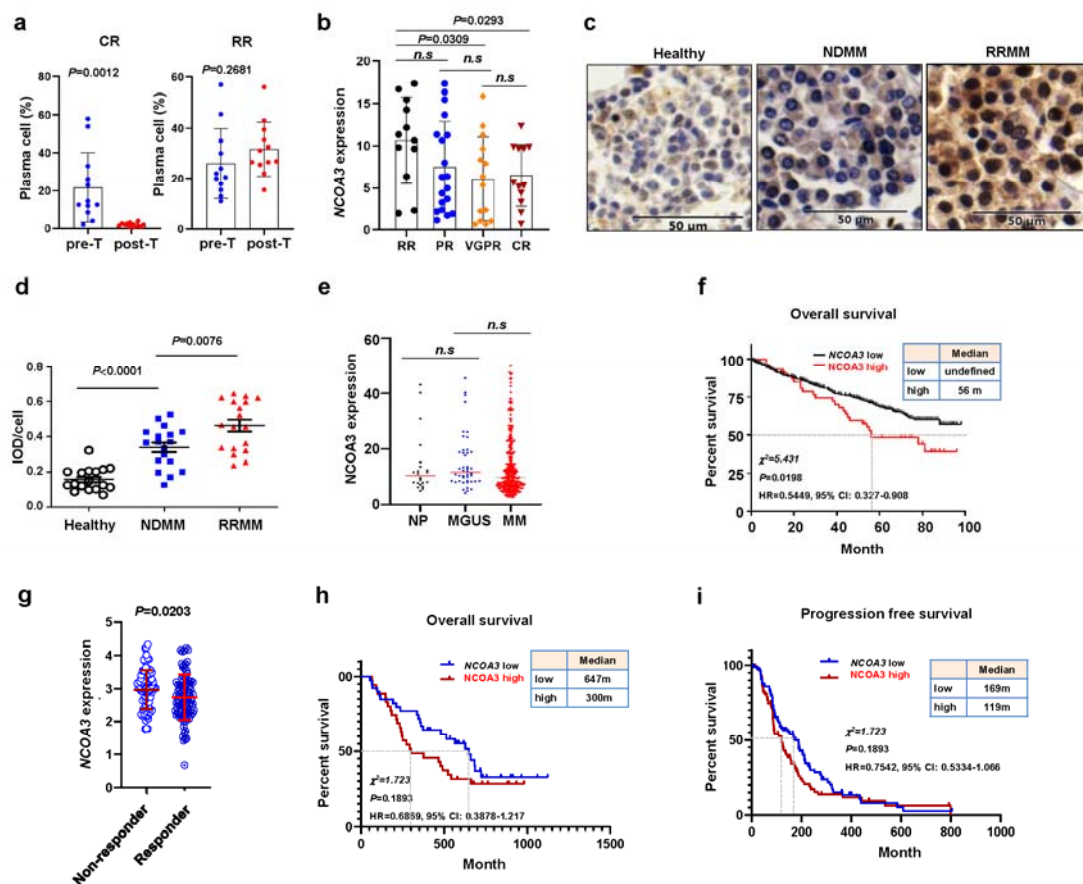

## S Figure 1. Significance of SRC-3 expression in multiple myeloma (MM) patients.

(a) Percentages of bone marrow plasma cell (BMPC) in patients acquired with complete response (CR) ( $n = 12$ ) and patients of refractory/relapsed (RR) ( $n = 12$ ). Two-sided  $P$ -values were determined by Student's  $t$ -test; mean  $\pm$  s.d. (b) SRC-3 mRNA levels in MM patients with refractory/relapsed (RR,  $n = 12$ ), partial response (PR,  $n = 19$ ), very good partial response (VGPR,  $n = 14$ ), and complete response (RR,  $n = 12$ ). Two-sided  $P$ -values were determined by Student's  $t$ -test; mean  $\pm$  s.d. (c) Representative immunohistochemical staining of SRC-3 protein from healthy controls ( $n = 18$ ), newly diagnosed (NDMM,  $n = 18$ ) and relapsed myeloma patient (RRMM,  $n = 18$ ) groups, and (d) Integrated Optical Density (IOD) quantification of SRC-3 protein levels using the ImageJ software. Scale bar, 50  $\mu$ m. Two-sided  $P$ -values determined by Student's  $t$  test. mean  $\pm$  s.d. (e) *NCOA3* expressions in plasma cells from healthy controls ( $n = 22$ ), monoclonal gammopathy of undetermined significance patients (MGUS,  $n = 44$ ), and the active MM patients (MM,  $n = 327$ ) in

the cohort of 542 MM patients (GSE2658). Two-sided  $P$ -values determined by Student's  $t$  test; n.s., no significance. **(f)** Correlation of SRC-3 expression with overall survival (OS) in the cohort of 542 MM patients after receiving BTZ-based treatment regimens (GSE2658).  $P$  values by Pearson Coefficient and Log-ranks test. **(g)** SRC-3 expression in MM patients with responses ( $n = 84$ ) and without response to BTZ-based regimens ( $n = 85$ ) in GS9782 cohort. Two-sided  $P$  value by Student's  $t$ -test; mean  $\pm$  s.d. **(h)** Correlation of SRC-3 expression with overall survival (OS) and **(i)** progression-free survival (PFS) in 264 patients after receiving BTZ-based treatment regimens.  $P$  values by Pearson Coefficient and Log-ranks test. Source data are provided as a Source Data file.

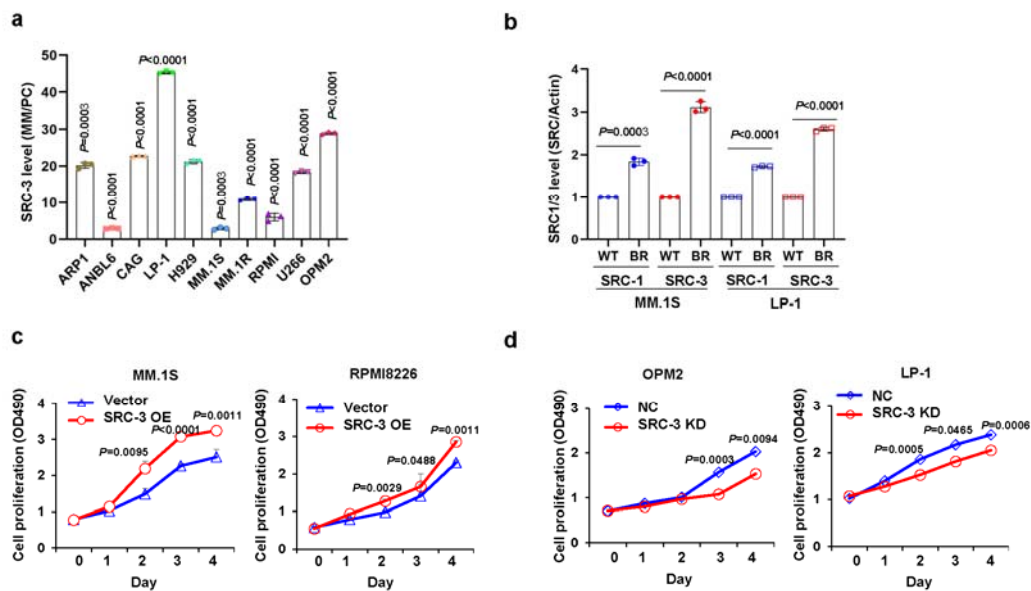

**S Figure 2. Levels of SRC-3 in MM cell lines and effects on myeloma cell proliferation.** **(a)** Quantification of relative SRC-3 level in ten MM cell lines compared to normal plasma cells (PC) from Fig. 2a ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$  test; mean  $\pm$  s.d. **(b)** Quantification of SRC-1 and SRC-3 changes in the wild type (WT) or bortezomib (BTZ)-resistant (BR) cells of figure 2g ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$  test; mean  $\pm$  s.d. **(c)** SRC-3 low expression MM.1S and RPMI8226 cells infected with lentivirus carrying pITA-SRC-3-FLAG (SRC-3 OE) or empty vector (Vector) ( $n = 3$  biologically independent experiments), **(d)** SRC-3 high expression OPM2 and LP-1 cells infected with lentivirus carrying NCOA3-shRNA

(SRC-3 KD) or non-target control (NC) ( $n = 3$  biologically independent experiments) for 3 days were screened by  $0.3 \mu\text{g/mL}$  puromycin, and cell proliferation was determined using MTS kit. Two-sided  $P$  values by Student's  $t$  test; mean  $\pm$  s.d.

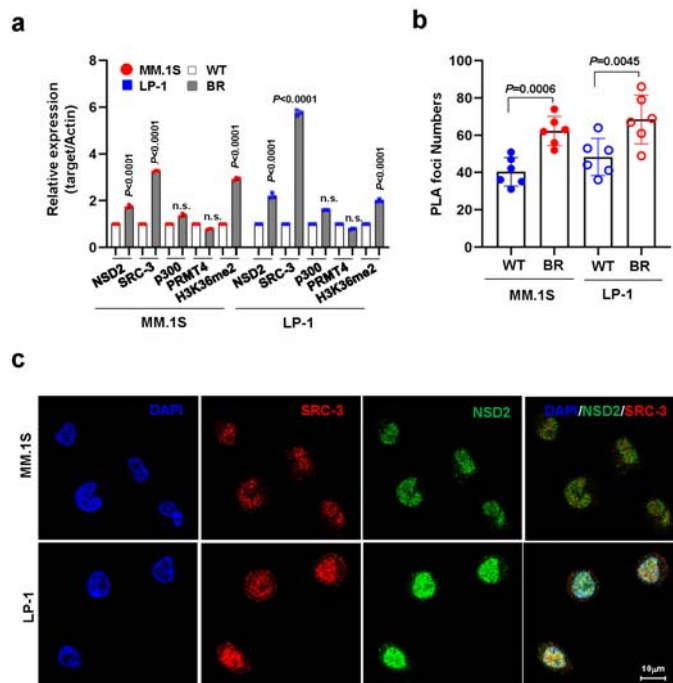

**S Figure 3. Co-localization of SRC-3 and NSD2 in myeloma cells.**

(a) Quantification of changes of SRC-3 and the correlated proteins in the wild type (WT) or bortezomib (BTZ)-resistant (BR) cells from Fig. 4c ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$  test; mean  $\pm$  s.d. (b) Proximity Ligation Assay (PLA) foci numbers were analyzed for SRC-3 in wild type (WT) or bortezomib (BTZ)-resistant (BR) MM.1S and LP-1 cells from Fig. 4d ( $n = 30$  cells from 3 biologically independent experiments). Two-sided  $P$  values by student  $t$ -tests, mean  $\pm$  s.d. (c) Immunofluorescence staining ( $n = 3$  biologically independent experiments) to detect the co-localization of endogenous NSD2 and SRC-3 in the MM.1S and LP-1 cells. DAPI (4',6-diamidino-2-phenylindole) was used to identify the nucleus. Scale Bar, 10  $\mu\text{m}$ . Source data are provided as a Source Data file.

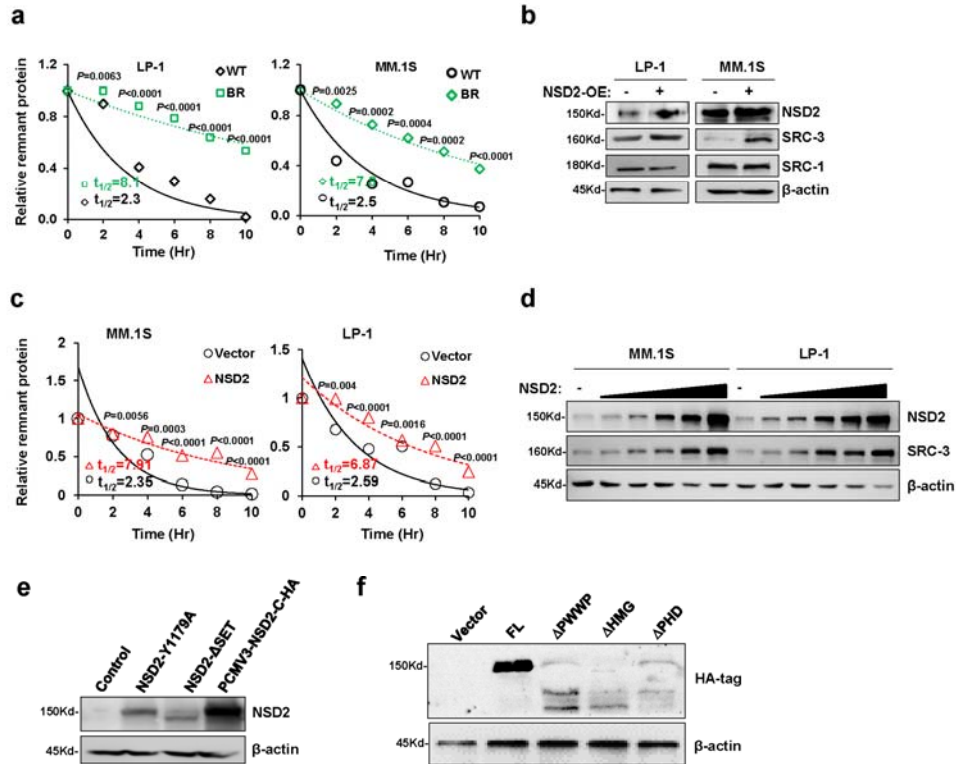

**S Figure 4. NSD2 stabilizes SRC-3 in myeloma cells.** (a) Densitometric analysis for half-life of SRC-3 in the Fig. 4e using Image J software ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$  test; mean  $\pm$  s.d. (b) Western blotting showing overexpression of NSD2 and the effect on SRC-3 protein level in LP-1 and MM.1S cells ( $n = 3$  biologically independent experiments). (c) Densitometric analysis of immunoblots from Fig. 4f for half-life of SRC-3 using Image J software ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$  test; mean  $\pm$  s.d. (d) NSD2 and SRC-3 levels in MM.1S and LP-1 cells infected with lentivirus carrying NSD2 expressing vector for 3 days ( $n = 3$  biologically independent experiments). (e) Expressions of full length of NSD2 with Tyrosine to Alanine mutation (Y1179A), truncations with SET domain depletion ( $\Delta$ SET) and full length of NSD2 (PCMV3-NSD2-C-HA) in HEK293T cells after transfected for 48 hr ( $n = 3$  biologically independent experiments). (f) Expressions of full length of NSD2 (FL) and truncations with PWWP domain depletion ( $\Delta$ PWWP), HMG domain depletion ( $\Delta$ HMG), PHD domain depletion ( $\Delta$ PHD) in HEK293T cells after transfected for 48 hr ( $n = 3$  biologically independent experiments). Source data are provided as a Source Data file.

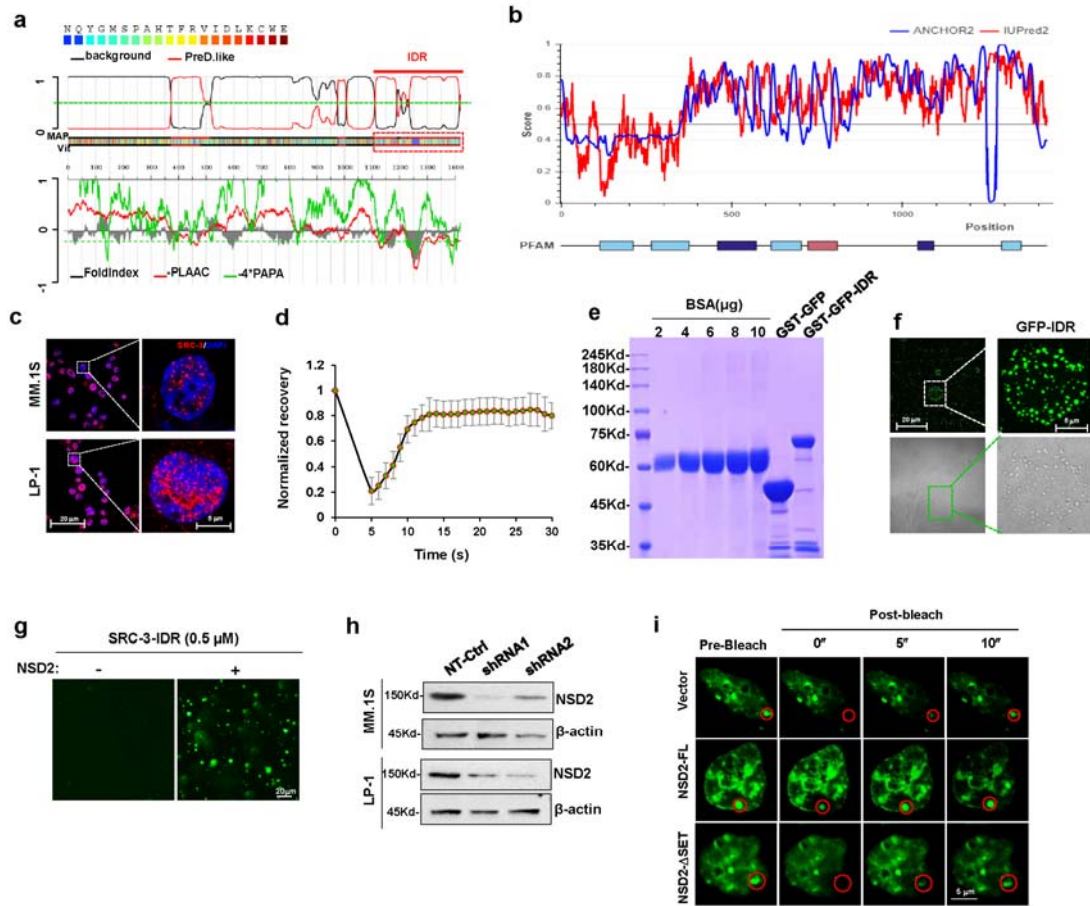

**S Figure 5. Prediction of intrinsically disordered regions (IDRs) of SRC-3 using different algorithms.** Prediction of the intrinsically disordered regions (IDRs) of SRC-3 protein on (a) the PLAAC platform using a hidden-Markov model (HMM) algorithm, (b) the IUPred2A web interface that identifies disordered protein regions using IUPred2 and disordered binding regions using ANCHOR2. The red line and the dashed frame indicate the position of IDR on SRC-3 amino acid sequence. The dashed green frames indicated regions are targeted IDRs. (c) Representative micrographs (n = 3 biologically independent experiments) of immunofluorescence staining to detect SRC-3 in the MM.1S and LP-1 cells. DAPI (4',6-diamidino-2-phenylindole) was used to identify the nucleus. Scale Bar: left, 20 μm; right, 5 μm. (d) Shown are kinetic recovery times of bleached green fluorescent protein (GFP)-SRC-3 droplet foci in MM.1S. Data are mean ± s.d. of n = 3 biologically independent foci. (e) Coomassie blue staining to show in vitro expression of GFP-tagged GST fusion SRC-3 IDR protein. Bovine albumin serum (BSA) was

used as loading control (n = 3 biologically independent experiments). **(f)** *In vitro* liquid phase separation of GFP-IDR fusion protein in presence of 10% PEG 8000 (n = 3 biologically independent experiments). Scale Bar: left, 20  $\mu\text{m}$ ; right, 5  $\mu\text{m}$ . **(g)** Representative image of droplet formation of 0.5  $\mu\text{M}$  GFP-SRC-3-IDR in the presence (+) or absence (–) of NSD2 *in vitro* (n = 3 biologically independent experiments). Scale bar, 20  $\mu\text{m}$ . **(h)** Representative Western blotting (n = 3 biologically independent experiments) showing the knockdown effects in MM.1S and LP-1 cells infected with lentivirus carrying two shRNAs targeting two different coding sequencing of *NSD2* gene (NSD2 KD) compared to the non-target control (NT Ctrl). **(i)** Fluorescence recovery before (pre-bleach) and after photobleaching (FRAP) (post-bleach) of a SRC-3-GFP focus (red circle) by 488 nm laser for 5" bleaching and 5", 10" recovery in MM.1S cells with expressions of vector, full length of NSD2 (NSD2-FL), truncations with SET domain depletion ( $\Delta\text{SET}$ ). (n = 3 biologically independent experiments). Scale bar, 5  $\mu\text{m}$ . Source data are provided as a Source Data file.

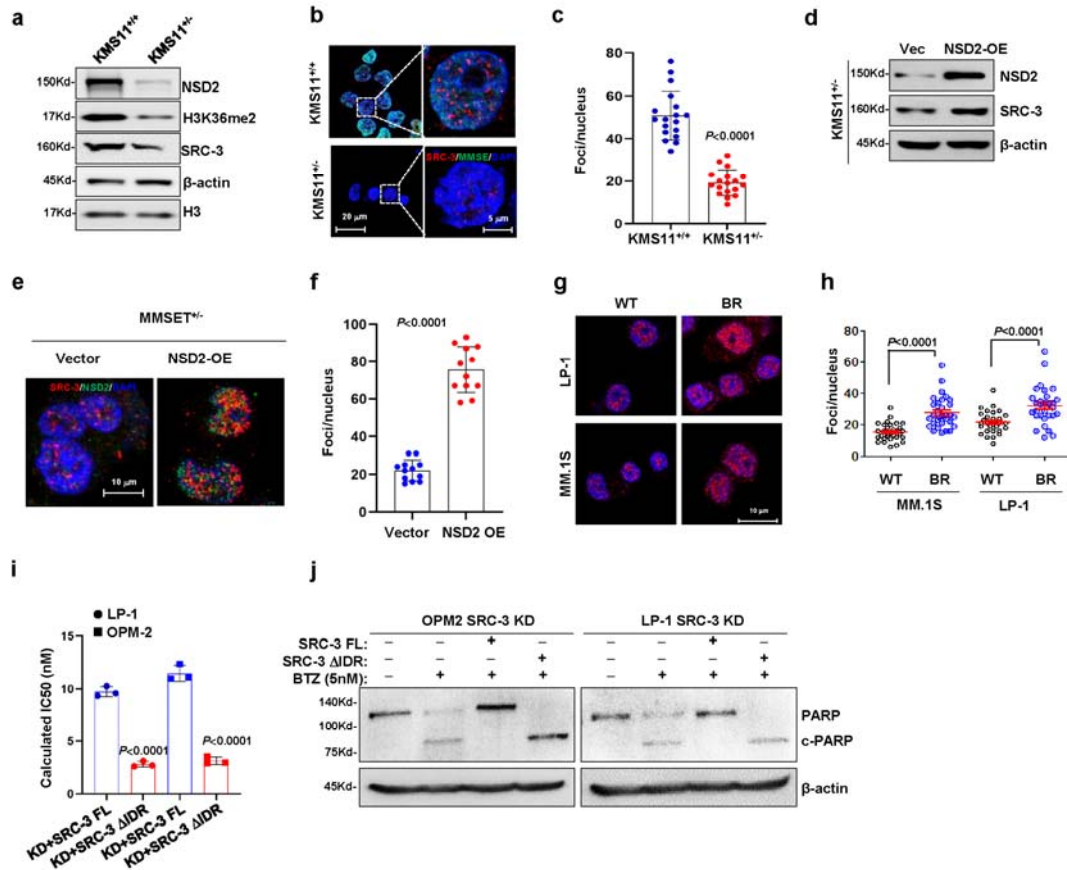

**S Figure 6. NSD2 enhances SRC-3 Phase separation.**

(a) Representative images ( $n = 3$  biologically independent experiments) of Western blotting to show the NSD2, SRC-3, H3K36me2 level in the MMSET<sup>+/+</sup> and MMSET<sup>+/-</sup> KMS11 cells. (b) Representative images of endogenous SRC-3 foci and NSD2 level in the MMSET<sup>+/+</sup> and MMSET<sup>+/-</sup> KMS11 cells determined by immunofluorescence confocal microscopy ( $n = 3$  biologically independent experiments). Scale Bar: left, 20  $\mu\text{m}$ ; right, 5  $\mu\text{m}$ . (c) Immunofluorescence foci numbers were analyzed for SRC-3 in the MMSET<sup>+/+</sup> and MMSET<sup>+/-</sup> KMS11 cells. ( $n = 12$  cells from  $n = 3$  biologically independent experiments). Two-sided  $P$ -value by Student's  $t$ -test; mean  $\pm$  s.d. (d) Representative Western blotting ( $n = 3$  biologically independent experiments) showing the ectopic expression of NSD2 in MMSET<sup>+/-</sup> KMS11 cell infected with lentivirus carrying the NSD2-C-HA (NSD2 OE) compared to the vector control (Vec). (e) Overexpression of vector control (Vector) and NSD2 (NSD2-OE) in MMSET<sup>+/-</sup> KMS11 cells by confocal microscopy, and (f) analyzed the

foci numbers of SRC-3 ( $n = 12$  biologically independent experiments). Scale bar,  $10\mu\text{m}$ ; Two-sided  $P$  value by Student's  $t$ -test; mean  $\pm$  s.d. **(g)** Representative images for the endogenous foci of SRC-3 in wild type (WT) and bortezomib-resistant (BR) MM.1S and LP-1 cells, and **(h)** quantification of SRC-3 foci with each plot ( $n = 30$  from 3 independent experiments). Two-sided  $P$ -values by Student's  $t$ -test; mean  $\pm$  s.d. **(i)** Statistical analysis of  $\text{IC}_{50}$  to bortezomib (BTZ) in LP-1 SRC-3-KD cells or OPM-2 SRC-3-KD cells, which treated with 25 nM SI-2 or vehicle for 24 hours in the presence of SRC-3 full length (FL) or IDR region depletion truncation ( $\Delta\text{IDR}$ ) ( $n = 3$  biologically independent experiments). Two-sided  $P$ -values by Student's  $t$ -test; mean  $\pm$  s.d. **(j)** Representative Western blotting ( $n = 3$  biologically independent experiments) shows the cleavage of PARP in in OPM-2 and LP-1 SRC-3 KD cells overexpressing SRC-3 full length (SRC-3 FL) and IDR region depletion truncation (SRC-3  $\Delta\text{IDR}$ ) treated with 5 nM of bortezomib (BTZ) for 48 hours. Source data are provided as a Source Data file.

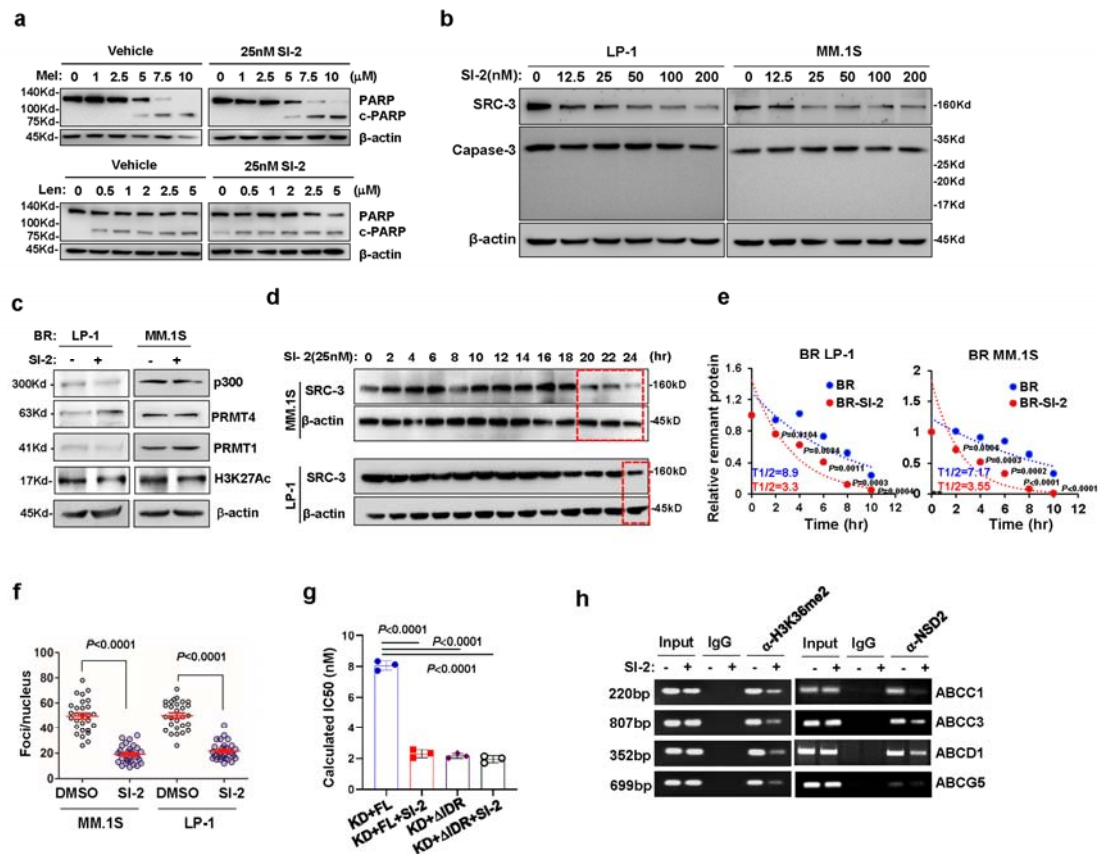

**S Figure 7. SI-2 solo administration did not elicit apoptosis in myeloma cells.**

(a) Representative Western blotting ( $n = 3$  biologically independent experiments) showing the cleavage of PARP in MM cell treated with melphalan (Mel) (0-10  $\mu$ M) and lenalidomide (Len) (0-5  $\mu$ M) in the presence or absence of 25 nM SI-2 for 24 hours. (b) Representative Western blotting ( $n = 3$  biologically independent experiments) showing cleavage of caspase-3 in MM.1S and LP-1 cells exposed to increasing dosage of SI-2 for 24 hours. (c) Representative Western blotting ( $n = 3$  biologically independent experiments) showing p300, PRMT1, PRMT4 and H3K27Ac levels in the bortezomib-resistant (BR) LP-1 and MM.1S cells treated with 25 nM of SI-2 for 24 hours. (d) SRC-3 level in MM cell treated with 25 nM SI-2 for 0-24 hours ( $n = 3$  biologically independent experiments). (e) Densitometric analysis for the IC<sub>50</sub> in the MM.1S and LP-1 cells treated with bortezomib (BTZ) alone or BTZ plus SI-2 ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$  test; mean  $\pm$  SD. (f) Endogenous SRC-3 droplet foci in

bortezomib-resistant (BR) cells treated with 25 nM SI-2 or vehicle for 24 hours ( $n = 30$  from 3 independent experiments). Two-sided  $P$  values by Student's  $t$ -test; mean  $\pm$  s.d. (g) Statistical analysis of  $IC_{50}$  from Fig 6f ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$ -test; mean  $\pm$  s.d. (h) ChIP-PCR showing enrichment of H3K36me2 and NSD2 on the chromatin of *ABCC1*, *ABCC3*, *ABCD1* and *ABCG5* in bortezomib-resistant (BR) MM.1S cells treated with 25 nM SI-2 for 24 hours ( $n = 3$  biologically independent experiments). Two-sided  $P$  values by Student's  $t$ -test; mean  $\pm$  s.d. Source data are provided as a Source Data file.

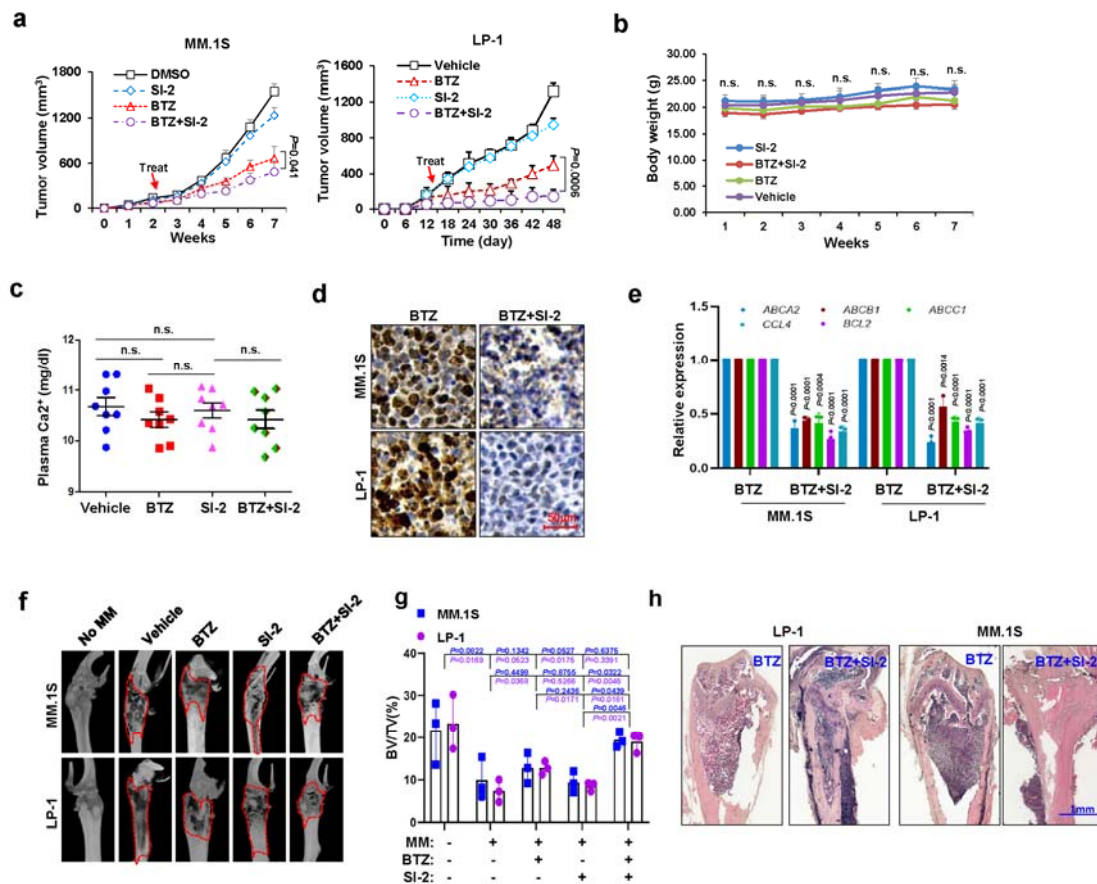

**S Figure 8. *In vivo* anti-myeloma effect of bortezomib and SI-2.**

(a)  $2 \times 10^6$  MM.1S and LP-1 cells were injected into the left flanking of NSG mice ( $n = 12$  mice per group) and treated with same volume of vehicles, 0.5 mg/kg bortezomib (BTZ), 2 mg/kg SI-2, or BTZ plus SI-2 when tumors were palpable (diameter  $\approx 5$  mm) from week 2 to week 7. Two-sided  $P$  values by Student's  $t$ -test was performed; mean  $\pm$  s.d. (b) Body weight and (c) plasma calcium level of mice in each

group (n = 8 per group) was monitored very week. Two-sided *P* values by Student *t*-tests; mean  $\pm$  s.d. **(d)** Immunohistochemistry staining shows the Ki67 level in xenografts tissues from mice (n = 12 per group) treated with bortezomib (BTZ) or BTZ+SI-2. **(e)** qPCR shows the expressions of SRC-3 target genes in xenografts tissues from mice treated with bortezomib (BTZ) or BTZ+SI-2 (n = 3 biologically independent experiments). Two-sided *P* values by student *t*-tests; mean  $\pm$  s.d. **(f)** Representative microCT reconstructions of mouse femurs bearing MM.1S and LP-1 cells ( $5 \times 10^5$ /mouse) and treated with vehicles, 0.5 mg/kg bortezomib (BTZ), 2 mg/kg SI-2, or BTZ plus SI-2 (n = 8 mice) shows osteolytic lesion area, and **(g)** measurement of the percentage of bone volume to total volume (BV/TV); Two-sided *P* values by student *t*-tests; mean  $\pm$  s.d. **(h)** Haematoxylin Eosin (H&E) staining shows the histological disruption of mice femur bearing bortezomib-resistant (BR) MM.1S and LP-1 cells ( $5 \times 10^5$ /mouse) and treated with bortezomib (BTZ) (0.5 mg/kg) or BTZ+SI-2 (n = 8 mice per group). Scale bar, 1 mm. Source data are provided as a Source Data file.

## Sequences of all primers

| Primers sequence               |                                                                |
|--------------------------------|----------------------------------------------------------------|
| HumanGAPDH-F                   | TTGCCCTCAACGACCACTTT                                           |
| HumanGAPDH-R                   | TGGTCCAGGGGTCTTACTCC                                           |
| HumanNCOA3-F                   | TCATGAGACCCCGGACAAAC                                           |
| HumanNCOA3-R                   | CATTAAGAAAACCCTGCTGGGAG                                        |
| HumanNCOA1-F                   | CTGTGTGCCCTGAGCAGATAA                                          |
| HumanNCOA1-R                   | CACCTGAACCTGTTGCACCT                                           |
| HumanABCA2-F                   | ATCTCCGTGAAGGAAGTCTCC                                          |
| HumanABCA2-R                   | GTACTGCAGGAAGCCGAAC                                            |
| HumanABCA3-F                   | CTCGCTGTTCTCAAGCAGA                                            |
| HumanABCA3-R                   | AGACCTTCAAACCTGTGCGT                                           |
| HumanABCB1-F                   | CTACATGAGAGCGGAGGACAAG                                         |
| HumanABCB1-R                   | CTTCCGTTGCACCTCTCTGGT                                          |
| HumanABCC1-F                   | GGACTCAGGAGCACACGAAA                                           |
| HumanABCC1-R                   | ACGGCGATCCCTTGTGAAAT                                           |
| HumanBCL2-F                    | CCTCGCTGCACAAATACTCC                                           |
| HumanBCL2-R                    | TGGAGAGAATGTTGGCGTCT                                           |
| HumanCCL4-F                    | TGCTGCTTTTCTTACACCGC                                           |
| HumanCCL4-R                    | GCAGCTCAGTTCAGTTCCAG                                           |
| HumanEGR1-F                    | ACCGCAGAGTCTTTTCTCTGA                                          |
| HumanEGR1-R                    | CTCACTAGGCCACTGACCAA                                           |
| HumanIGF1R-F                   | GAGAGGAGCAGCTAGAAGGG                                           |
| HumanIGF1R-R                   | CCCTTTAGTCCCCGTCACCT                                           |
| HumanFAM53A-F                  | GGCCCTGATTTCTCCTTCCT                                           |
| HumanFAM53A-R                  | CTCCTCGGGTTCTGACAAGG                                           |
| pITA-hNCOA3-NotI-FLAG-F        | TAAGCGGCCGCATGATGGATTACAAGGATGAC<br>GACGATAAGGAGACGTCTGCCTCAGC |
| pITA-hNCOA3-KpnI-R             | TGCTCTAGACTAGGTCATCATGTTTCAGGA                                 |
| pEGFP-C1-SRC3-XhoI-F           | CCGCTCGAGAGTGGATTAGGAGAAAAC                                    |
| pEGFP-C1-SRC3-KpnI-R           | CGGGGTACCTCAATCAGAAGAACAGGT                                    |
| pGEX-6p-1-GFP-SRC3-IDR1-XhoI-F | CCGCTCGAG CTTCAGAGAGAACAGAATGGAT                               |
| pGEX-6p-1-GFP-SRC3-IDR1-NotI-R | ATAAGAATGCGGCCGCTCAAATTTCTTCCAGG<br>CCTG                       |
| pGEX-6p-1-GFP-SRC3-IDR2-XhoI-F | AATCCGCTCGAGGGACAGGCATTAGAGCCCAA                               |
| pGEX-6p-1-GFP-SRC3-IDR2-NotI-R | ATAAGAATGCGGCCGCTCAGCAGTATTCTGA<br>TCAG                        |
| Human NCOA3-RNAi-1             | ccTCCGCAACAGTTTCCATAT                                          |
| Human NCOA3-RNAi-2             | gcAGTCTATTCGTCCTCCATA                                          |
| Human NCOA3-RNAi-3             | ccTCTACATCTGGAGGAGTAT                                          |

|              |                       |
|--------------|-----------------------|
| HumanABCC1-F | AGGGCAAAGGC AAAATGCTG |
| HumanABCC1-R | CAGTTTGGAGGGCTCAGAAG  |
| HumanABCC3-F | GGGGAAGGTGTCCACTAACC  |
| HumanABCC3-R | AGTCAGGTTTGAGTCCCAGC  |
| HumanABCD1-F | CACAGCGTGTGTGAGTGG    |
| HumanABCD1-R | AACATACCACAGGCGTTCCAG |
| HumanABCG5-F | ACTCCTTGCATTCGCAGTACC |
| HumanABCG5-R | CACTTCGGGCTCCCTCTTTAG |

## Key resources of this study

| Category                                                             | Source                    | Cat. No.   |
|----------------------------------------------------------------------|---------------------------|------------|
| <b>Antibodies</b>                                                    |                           |            |
| Anti-rat SRC3(5E11)                                                  | Cell signaling technology | 2126       |
| Anti-WHSC1/NSD2 antibody [29D1]<br>- ChIP Grade                      | Abcam                     | ab75359    |
| Anti-Histone H3 (acetyl K27)<br>antibody- ChIP Grade                 | Abcam                     | ab4729     |
| Anti-SRC3 Rabbit                                                     | Abcam                     | ab2831     |
| Anti-Histone H3 (di methyl K36)<br>antibody-ChIP Grade               | Abcam                     | ab9049     |
| Anti-SRC-1 (128E7) Rabbit mAb                                        | Cell signaling technology | 2191       |
| Anti-rabbit CBP(D6C6)                                                | Cell signaling technology | 7389       |
| Anti-rabbit P300(D8Z4E)                                              | Cell signaling technology | 86377      |
| Anti-rabbit PRMT1                                                    | Proteintech               | 11279-1-AP |
| Anti-mouse PRMT4/CARM1(3H2)                                          | Cell signaling technology | 12495      |
| Anti-PARP                                                            | Cell signaling technology | 9532       |
| Anti-caspase3                                                        | Cell signaling technology | 9662       |
| Anti-Histone H3 antibody - Nuclear<br>Loading Control and ChIP Grade | Abcam                     | ab1791     |
| Anti-mouse GAPDH                                                     | UTIBODY                   | UM4002     |
| Anti-rabbit $\beta$ -actin                                           | Abclonal                  | AC006      |
| Goat Anti-Rabbit IgG-HRP                                             | Sigma-Aldrich             | A0545      |
| ANTI-FLAG® M2-Peroxidase                                             | Sigma-Aldrich             | A8592      |
| Rabbit Anti Mouse IgG-HRP                                            | Sigma-Aldrich             | A9044-2ML  |
| Anti-rabbit IgG                                                      | Proteintech               | 30000-0-AP |
| Anti-mouse IgG                                                       | Proteintech               | B900620    |
| Anti-HA-Tag (C29F4) Rabbit mAb                                       | Cell signaling technology | 3724       |
| FITC-conjugated goat anti-rabbit IgG                                 | Abcam                     | ab97050    |
| <b>Chemicals, Peptides and Recombinant Proteins</b>                  |                           |            |
| 3FLAG peptide                                                        | Sigma-Aldrich             | F4799      |
| FLAG Peptide                                                         | Sigma-Aldrich             | F3290      |
| Human IL-6 standard                                                  | R&D system                | 840245     |
| 1,6-Hexanediol                                                       | Sigma-Aldrich             | H11807     |
| NaCl                                                                 | Sigma-Aldrich             | S7653      |
| PEG 8000 30% solution                                                | Sigma-Aldrich             | 86686      |
| <b>Drugs</b>                                                         |                           |            |
| Bortezomib (PS-341)                                                  | SelleckChem               | S1013      |
| MG132                                                                | SelleckChem               | S2619      |
| SI-2                                                                 | MedKoo                    | 561489     |
| Carfilzomib(PR-171)                                                  | SelleckChem               | S2853      |
| Puromycin 2HCL                                                       | SelleckChem               | S7417      |
| Cycloheximide                                                        | Sigma-Aldrich             | C7698      |
| Melphalan, minimum 95%                                               | Sigma-Aldrich             | M2011      |

|                                             |                                                                          |               |
|---------------------------------------------|--------------------------------------------------------------------------|---------------|
| Dexamethasone                               | Sigma-Aldrich                                                            | D4902         |
| Lenalidomide                                | SelleckChem                                                              | S1029         |
| Carfilzomib                                 | South San Francisco                                                      | CA94080       |
| <b>Enzymes</b>                              |                                                                          |               |
| RNase A, DNase and protease-free            | Thermo Fisher                                                            | EN0531        |
| Proteinase K Solution, ChIP grade           | Thermo Fisher                                                            | 26160         |
| Benzonase Nuclease                          | Sigma-Aldrich                                                            | E1014-25KU    |
| FastAP Thermosensitive Alkaline Phosphatase | Thermo Fisher                                                            | EF0651        |
| BsmBI                                       | NewEngland Biolabs                                                       | R0580S        |
| NotI-HF                                     | NewEngland Biolabs                                                       | R3189S        |
| BamHI                                       | NewEngland Biolabs                                                       | R0136S        |
| XbaI                                        | NewEngland Biolabs                                                       | R0145S        |
| EcoRI                                       | NewEngland Biolabs                                                       | R0101S        |
| KpnI-HF                                     | NewEngland Biolabs                                                       | R3142S        |
| HindIII                                     | NewEngland Biolabs                                                       | R104S         |
| XhoI                                        | NewEngland Biolabs                                                       | R0146S        |
| CutSmart Buffer                             | NewEngland Biolabs                                                       | 137204S       |
| NEBuffer1                                   | NewEngland Biolabs                                                       | B7001S        |
| NEBuffer2                                   | NewEngland Biolabs                                                       | B7002S        |
| NEBuffer3                                   | NewEngland Biolabs                                                       | B7003O        |
| NEBuffer4                                   | NewEngland Biolabs                                                       | B7004S        |
| T4 DNA Ligase                               | NewEngland Biolabs                                                       | M0202S        |
| 10×Buffer for T4 DNA ligase                 | NewEngland Biolabs                                                       | B0202S        |
| Multiscribe Reverse Transcriptase           | ABI                                                                      | 4308228       |
| dNTP mix                                    | ABI                                                                      | 362275        |
| <b>Plasmids</b>                             |                                                                          |               |
| pCMV3-C-HA-NSD2                             | Sino Biological                                                          | HG11530-CY    |
| pCMV3-HA Vector                             | CLONTECH                                                                 | S1825         |
| lentiCRISPRv2 puro                          | Addgene                                                                  | 98290         |
| hU6-MSC-Ubiquitin-EGFP vector               | Shanghai genechem                                                        | PIEE248068084 |
| NCOA3-shRNA1                                | Shanghai genechem                                                        | PIEE248068084 |
| NCOA3-shRNA2                                | Shanghai genechem                                                        | PIEE248068084 |
| NCOA3-shRNA3                                | Shanghai genechem                                                        | PIEE248068084 |
| pCDH-MSCV-MCS-EF1-copGFP                    | Gift from Dr. Dr. Robert Orlowski, UT MD Anderson Cancer Center          |               |
| pcDNA-3×FALG                                | Gift from Dr. Michael Naksi lab, UT Health Science Center at San Antonio |               |
| pITA insert                                 | Gift from Dr. Yupeng Chen, Tianjin Medical University                    |               |
| PSPAX <sub>2</sub>                          | Gift from Dr. Xudong Wu, Tianjin Medical University, Dept. Cell Biology  |               |
| PMD <sub>2</sub> G                          | Gift from Dr. Xudong Wu, Tianjin Medical University, Dept. Cell Biology  |               |

|                                                                  |                                                       |                  |
|------------------------------------------------------------------|-------------------------------------------------------|------------------|
| pEGFP-C1                                                         | Gift from Dr. Yupeng Chen, Tianjin Medical University |                  |
| pGEX-6p-1-GFP                                                    | Gift from Dr. Yupeng Chen, Tianjin Medical University |                  |
| pITA insert-SRC3-FLAG                                            | Self-construction                                     |                  |
| pITA insert-SRC3-ΔIDR-FLAG                                       | Self-construction                                     |                  |
| pEGFP-C1-SRC3                                                    | Self-construction                                     |                  |
| pGEX-6p-1-GFP-SRC3-IDR1                                          | Self-construction                                     |                  |
| pGEX-6p-1-GFP-SRC3-IDR2                                          | Self-construction                                     |                  |
| pCMV3-C-HA-NSD2ΔPWWP                                             | Self-construction                                     |                  |
| pCMV3-C-HA-NSD2ΔHMG-box                                          | Self-construction                                     |                  |
| pCMV3-C-HA-NSD2ΔPHD                                              | Self-construction                                     |                  |
| pCMV3-C-HA-NSD2ΔSET                                              | Self-construction                                     |                  |
| pCMV3-C-HA-NSD2-Y1179A                                           | Self-construction                                     |                  |
| MMSET sgRNA1(lentiCRISPR)                                        | Self-construction                                     |                  |
| MMSET sgRNA2(lentiCRISPR)                                        | Self-construction                                     |                  |
| MMSET sgRNA3(lentiCRISPR)                                        | Self-construction                                     |                  |
| Critical Commercial Assays                                       |                                                       |                  |
| EvaGreen 2X qPCR MasterMix                                       | ABI                                                   | MasterMix-R      |
| 5×All-In-One RT MasterMix                                        | abm                                                   | G490             |
| Luciferase assay Kit                                             | Promega                                               | E1910            |
| Duolink™ In Situ Detection Reagents Red                          | Sigma-Aldrich                                         | DUO92008         |
| Pierce BCA Protein Assay Kit                                     | Thermo SCIENTIFIC                                     | 23225            |
| AxyPrep DNA Extraction Kit                                       | AXYGEN                                                | 295 AP-GX-250G   |
| AxyPrep Plasmid Miniprep Kit                                     | AXYGEN                                                | 183 AP-MN-P-250G |
| Plasmid Maxi Kit(25)                                             | QIAGEN                                                | 12163            |
| EnVision G12 Doublestain System,Rabbit/Mouse(DAB+/Permanent Red) | Dako                                                  | K5361            |
| SuperSignal West Dura Extended Duration Substrate                | ThermoFisher                                          | 34580            |
| 9002 SimpleCHIP® Kit                                             | Cell Signaling                                        | 22188S           |
| Simple CHIP® Kits-20C-Reagents                                   | Cell Signaling                                        | 45061S           |
| ChIP-grade Protein A/G Magnetic Beads                            | Thermo SCIENTIFIC                                     | 26162            |
| Lipofectamine 3000 Transfection Kit                              | Invitrogen                                            | L3000-008        |
| ANTI-FLAG M2 Affinity Gel                                        | Sigma-Aldrich                                         | A2220            |
| CellTiter 96 Aqueous One Solution                                | Promega                                               | G358B            |
| NuPAGE 4-12% Bis-Tris Gel                                        | Invitrogen                                            | NP0335BOX        |
| Phosphatase Inhibitor Cocktail(100×)                             | Cell Signaling                                        | 5870S            |
| Annexin V-FITC Apoptosis Kit                                     | Sigma-Aldrich                                         | APOAF-50TST      |
| Pierce® Protein G Plus Agarose                                   | Thermo Scientific                                     | 22852            |
| Human CD20 MicroBeads                                            | Miltenyi Biotec                                       | MB17-R0829       |
| Human CD138 MicroBeads                                           | Miltenyi Biotec                                       | 130-105-961      |

|                                                |                          |             |
|------------------------------------------------|--------------------------|-------------|
| Whole Blood Column Kit                         | Miltenyi Biotec          | MB17-R0189  |
| DeadEnd™ Fluorometric TUNEL System             | Promega                  | G3250       |
| Tartrate-resistant acid phosphatase (TRAP) Kit | Solarbio                 | G1492       |
| Ficoll-Paque PLUS endotoxin tested             | GE Healthcare            | 17-1440-02  |
| LS Columns(25 columns)                         | Miltenyi Biotec          | 130-042-401 |
| TRIzol Reagent                                 | Ambion, Life Science     | 15596018    |
| Opti-MEM®(1×) Reduced Serum                    | Gibco, Life Technologies | 31985-070   |
| Opti-protein XL Marker                         | ABM                      | G266        |
| PageRuler Prestained protein Ladder            | ThermoFisher Scientific  | 26616       |
| 1Kb Ladder DNA Marker                          | Biomed                   | MD114       |
| 1Kb DNA Ladder                                 | TIANCEN                  | MD111       |
| 100bp DNA Ladder                               | TRANS                    | BM301       |
| BM15000 DNA Marker                             | Biomed                   | MD106       |
| 1Kb Plus DNA Ladder                            | Solarbio                 | M1500       |
| PEI-Transferrinfection Kit                     | ThermoFisher Scientific  | BMS1003     |

# Supplementary material for: Targeting NSD2-mediated SRC-3 liquid–liquid phase separation sensitizes bortezomib treatment in multiple myeloma
**Source:** Nat Commun. 2021 Feb 15;12:1022. doi: 10.1038/s41467-021-21386-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: SILAC screening of differentially expressed proteins

Title: Supplementary Data 2.

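Supplementary Data 2 was made from another human myeloma cell line, MM.1S, as the names of its expression columns show, with 3 WT and 3 BR libraries. For each gene it gives a mean expression, a fold change between BR and WT cells with its error, a p-value before and after adjustment, and the direction of the change. It holds 831 genes, 632 higher and 199 lower in BR MM.1S cells, and 819 of them were found by symbol in the LP-1 table. Of the 24 genes of Fig. 6g, which is headed LP-1, 22 are in this list, all as higher in BR MM.1S cells, and ABCC1 and IGF1R are not. The paper's log2 fold changes in it are 3.06 for BCL2, 3.26 for CCL4, 3.44 for CBS, 3.03 for TNC and 3.01 for EGR1. The MM.1S libraries themselves were not analysed here.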

Description: Differentially expressed genes in WT and BR myeloma cells.

Title: Supplementary Data 3.

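Supplementary Data 3 lists, for each gene, the expression value and the estimated count in each of the 8 LP-1 libraries, WT and BR cells with vehicle or SI-2, and the averages by condition. A part of 1998 genes was read here, and 16565 further lines were not used here. In all 1998 genes, the counts in every library were identical to those of the deposited table. The sheet has 0 columns of fold changes, p-values or q-values, so it does not mark which of its genes differ between SI-2 and vehicle.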

Description: Differentially expressed genes in SI-2 treated BR myeloma cells.

How the deposited data were processed for this re-analysis (not part of the article)

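RNA was sequenced from LP-1 myeloma cells, WT or BR, after 24 h with vehicle or with 25 nM SI-2, with 2 libraries in each of the 4 conditions and 8 in all. The condition and replicate of each library were taken from the sample labels and the figure legends. The dose and time are those of Fig. 6b, and the labels gave the same.

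The authors deposited estimated counts per gene, which need not be whole because reads shared by several genes were divided among them. The paper's methods describe the platform (BGISEQ-500), the removal of low-quality reads, the assembly into Unigenes and the calculation of expression levels. They do not name the counting tool, the genome build or the annotation, so no coordinates are given. Each gene's FPKM, which scales the count by gene length and library size, was computed by the authors, and Fig. 6g labels its values as RPKM. The log2 fold changes and the q-values of SI-2 against vehicle in the authors' deposited table of comparisons come from DEGseq, as their column names say. A further 8 columns of condition averages and the tables per transcript were not used here. In the gene table, 25 symbols had been turned into dates, and 18267 of the 18564 gene identifiers were found in the RefSeq table of GRCh38.p14, which was used for names only.

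For the tests the estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr by condition (13896 genes) and scaled by TMM, with factors from 0.971 to 1.058. They were tested with the quasi-likelihood F-test of edgeR 4.0.16 in 1 fit over the 4 conditions, with a common dispersion of 0.0321 and Benjamini-Hochberg adjustment. Standard errors were computed from the log2 fold change and its F statistic. The package's default form of the fit was used, as had been written down, although the newer form had been run first in error and both results were known when this was corrected. Both forms called 0 genes in the 4 comparisons, with 540, 167, 74 and 74 genes at an unadjusted p under 0.05 in the default and 551, 176, 75 and 72 in the newer form. A fit with 2 groups of 4 libraries, on 13520 genes, compared BR with WT cells, SI-2 with vehicle, and replicate 1 with replicate 2, and it was repeated on each of the 35 splits of the 8 libraries into 4 and 4. Each step was tested on simulated data. In these, 200 of 13896 genes had been changed, all with a mean count of at least 50. The 4-condition test found 74.5% of them. DESeq2 found 84% with 13.4% of its calls wrong, and the fit of 4 against 4 libraries found 96% with 6.34% wrong. Simulated counts of 13896 genes without a changed gene gave 0 calls in every comparison.

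Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. The lists were the 24 genes of Fig. 6g, 44 ABC transporter genes, 38 proteasome subunit genes, the genes of Supplementary Data 2 higher (632) or lower (199) in BR MM.1S cells, and 128 proteins of Supplementary Data 1 higher in BR MM.1S cells, of which 123 were found. Another list, 32 genes of the amino acid response outside the heat map, was written after the values had been seen. Over the 9 list tests, Benjamini-Hochberg adjusted camera p-values were under 0.05 for the heat map genes in BR against WT (0.00115), both MM.1S gene lists (7.48e-09 and 1.82e-09), the MM.1S proteins (5.34e-04) and the amino acid response genes (1.82e-09), and none was under 0.05 with fry, where the smallest was 0.255. Without adjustment over the lists, the MM.1S proteins had a p under 0.05 with fry (0.0284), and the heat map genes (0.0468) and the MM.1S proteins (0.0205) had one with the estimated correlation. The rule for the genes named in the text covered every gene of Fig. 6g, NCOA3 (SRC-3), NSD2, NCOA1, CREBBP, EP300, PRMT1 and CARM1, and the 4 genes that rose and the 4 that fell most among those past the threshold with a mean count of at least 50, of which the 4-condition fit gave none. Other genes were named after their values had been seen. The values of 1 gene of Fig. 6g are counted in the summaries and are otherwise not reported here.

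The comparisons, the rule for named genes and these alternatives were chosen before the data were examined: upper-quartile scaling, scaling by library size only, no filter on counts, a CPM of at least 1 in at least 2 libraries, the replicate number as a block, DESeq2 1.42.0 with its own size factors, an additional 2-fold threshold, limma 3.58.1 (limma-trend) on log2(FPKM + 1) and log2(FPKM + 0.1), a fit of only the libraries compared, condition terms, and the omission of each library in turn. A surrogate variable (sva 3.50.0) and the newer edgeR fit were added after the data had been seen. GC content and length were taken from annotated transcripts of the reference. The work used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

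Library totals ran from 17997771 to 18570027 counts, so depth differed little between conditions. Each comparison of 2 conditions rests on 2 libraries a side. The share of simulated changes recovered, given above, holds only for genes with a mean count of at least 50. Genes with a few counts, such as CCL4 and TNC, were limited by depth. A gene at or under 3 counts in a group was treated as being at the floor, which covers counting error only.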

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

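The splits of the libraries and the removal of GC and length trends were looked at only after the results in this part had been seen, whereas the test of shared reads was written down beforehand.

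BR against WT cells, with the 4 libraries of each line taken together, gave 49 genes at an adjusted p under 0.05 (edgeR), 15 higher and 34 lower in BR cells, and 35 of them differed at least 2-fold. They were looked at again because only 1 of the 49 is drawn in Fig. 6g. The genes named next were chosen after their values were seen. IGF2BP3 had a CPM of 35.0, 29.7, 36.2 and 29.6 in the WT libraries and of 7.97, 8.44, 8.71 and 7.27 in the BR libraries, a log2 fold change of -2.01 (adjusted p = 5.30e-05, edgeR; lower in 4 of 4 BR libraries). ETV5 (-2.39) and CCL3 (-2.61) were also lower, and CRYBB1 (2.39) and P4HA2 (1.45) were higher in BR cells on the log2 scale. The number ran from 21 genes without the second WT SI-2 library to 125 without the first.

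Several technical explanations were tested for these 49 genes. With each library's GC trend removed, 50 genes were called, 46 of them among the 49, so the GC trend cannot be the whole source. With the length trend removed 47 were called. This number barely fell, but it does not show whether the same genes were called, so it argues less firmly against the length trend. Genes with whole counts, which share no reads, were called in 0.484% of cases and the others in 0.282%, which is against reads shared between genes. The number of genes does not by itself set the lines apart, since 3 of the 35 splits of the 8 libraries into 4 and 4 gave as many, the real one included. The others were the split by replicate number and one that shares 3 of the 4 libraries on each side with the lines (1274 genes). With the latter as a term, 43 genes were called in BR against WT, 31 of them among the 49, and the log2 fold change of IGF2BP3 was -2.07 (adjusted p = 2.92e-04, edgeR). IGF2BP3 thus differed between the lines by more than the spread of their libraries. A change that came with resistance is a candidate explanation, as a hypothesis, since any other difference between the cultures of the 2 lines would give the same values and was not tested.

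Replicate 1 against replicate 2, over the 4 conditions, gave 125 genes at an adjusted p under 0.05 (edgeR), 80 higher and 45 lower in replicate 2, more than BR against WT. NTN1, ZNF532 and ACTA2 were higher in replicate 2, and DCLK1, ADA and ITGA8 lower, each named after its values were seen. ACTA2 had a CPM of 3.92, 5.44, 5.37 and 6.19 in replicate 1 and of 12.9, 11.7, 11.5 and 15.4 in replicate 2. With the GC trend removed 119 genes were called, 90 of them among the 125, which is against this trend as the whole source. With the length trend removed 125 were called, a number that does not show whether the genes were the same. In 2 of the 35 splits, the real one included, as many genes were called. The number was 0 without any single library other than the first WT SI-2 library (93 genes) and the second BR vehicle library (1 gene). The labels and the paper give no batch, so a batch that follows the replicate number remains untested, and the design gives no biological explanation to test.

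SI-2 against vehicle, over both lines, gave 0 genes, with 300 at an unadjusted p under 0.05. Every one of the 35 splits gives at least 0 genes, so the comparison with other splits tests nothing here.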

How the results depend on the processing

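The surrogate variable and the newer edgeR fit were the tests chosen only after the results had been seen, and neither called a gene in the 4-condition comparisons.

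For BR against WT under vehicle (0 genes, 540 at an unadjusted p under 0.05, where 694.8 are expected by chance, but 881 with the replicate block and 934 with the surrogate variable), 1 gene was called with upper-quartile scaling, 1 with a CPM filter and 1 with the replicate block (IGF2BP3 each time), 3 without a filter (CRYBB1, ETV5, IGF2BP3), 28 with DESeq2, 1 with limma on log2(FPKM + 1) (CRYBB1), 4 on log2(FPKM + 0.1) (CRYBB1, IFT27, IGF2BP3, TRIM39-RPP21), and 1 with only the 4 libraries compared (ETV5). For SI-2 in BR, SI-2 in WT and the interaction, DESeq2 called 1 gene each (CORO7-PAM16, ANKRD20A2, CORO7-PAM16), and the other alternatives 0. The cause was not tested. The newer edgeR fit, library size scaling and a 2-fold threshold gave 0 in all 4.

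With 4 libraries a side, BR against WT rose from 49 to 399 genes with DESeq2 (including the 49) and to 155 with the block (including the 49), and fell to 19 with condition terms. It ran from 21 to 125 across the 8 fits that each left out one library. Replicate 1 against 2 rose from 125 to 740 with DESeq2 and 196 with upper-quartile scaling, and fell to 0 with condition terms (2240 at an unadjusted p under 0.05) and to between 0 and 93 across the fits without one library. Its 80 higher and 45 lower genes became 161 and 35 with upper-quartile scaling and 136 and 34 with library size. SI-2 against vehicle stayed at 0 in every alternative run.

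The heat map genes in BR against WT kept a median of -0.45 but did not pass fry, and their median ran from -0.72 without the first BR vehicle library to -0.15 without the second. Under SI-2 in BR they passed only with the CPM filter (-0.22, without adjustment over the lists), and ran from -0.20 to 0.012 across the fits without one library (0.012 without the first BR vehicle library). For ABC transporters in BR against WT the sign reversed with the CPM filter (0.0066), and the median ran from -0.053 without the first BR vehicle library to 0.059 without the second WT vehicle library. The MM.1S up genes (-0.20) and down genes (0.17) did not pass with the estimated correlation or fry. The MM.1S proteins ran from 0.043 without the first BR vehicle library to 0.14. The proteasome genes went from -0.019 to 0.0091 with library size scaling, which moved the median of all genes by 0.027. The correlation of the SI-2 and BR changes was 0.0075 and 0.16 with independent libraries, and ran from -0.57 without the second BR vehicle library to -0.16 without the second WT vehicle library. For the 0.16, both fold changes cross the split with 1274 genes in the same direction, which could raise it.

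For the 52 single-gene results, upper-quartile scaling, the block, DESeq2 and limma on log2(FPKM + 1) gave 208 values, of which 205 kept their direction and their side of the threshold. INHBE in BR against WT was called with DESeq2, EP300 in BR against WT went from 0.012 to -0.0023 with upper-quartile scaling, which moved the median of all genes by -0.016, and PRMT1 under SI-2 in BR reversed to 0.0030 with limma on log2(FPKM + 1). Of the 208 values from fits without one library of the conditions compared, 30 had the other sign, in 21 of the 52 results. ABCA1 in BR against WT went from -0.47 to 0.50 without the second WT vehicle library, and DDIT3 under SI-2 in BR from 0.40 to -0.24 without the first BR SI-2 library. The replicate numbers were not taken to pair the libraries, because 1 of the 6 correlations of same-numbered differences between conditions was below 0 (0.44, 0.20, 0.19, -0.12, 0.10 and 0.37), although the surrogate variable had the same sign in all libraries of replicate 1 and the other in all of replicate 2. The value of -0.12 was for WT SI-2 with BR vehicle. Their replicates lie in opposite order across the split with 1274 genes, which could lower it, so this value cannot rule out a pairing. Among the single-gene results and the comparisons of 2 conditions, the block changed no call other than that of IGF2BP3.

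Depth limited CCL4, TNC, ABCB1, ABCG1 and FOSB, which had too few counts to be tested.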

Differences from the paper's values

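The fold change of SI-2 against vehicle in BR LP-1 cells is given by the paper's qPCR (Fig. 6i), whose values were read from its Source Data. The SD was computed here on the log2 scale from the spread of both groups and is not one that the paper prints. ABCA2 had 0.63 here against the paper's -2.21 (SD 0.568), ABCA3 -0.18 against the paper's -3.01 (SD 0.390), ABCC1 -0.065 against the paper's -3.35 (SD 0.981), BCL2 0.074 against the paper's -1.23 (SD 0.537), EGR1 0.57 against the paper's -1.69 (SD 0.371), IGF1R 0.047 against the paper's -1.51 (SD 0.386) and FAM53A -0.18 against the paper's -2.99 (SD 0.363). All 7 are log2 ratios. For 3 of them the RNA-seq value rests on few counts. ABCA2 had 7 and 8 with vehicle and 10 and 14 with SI-2, and EGR1 had 5 and 8 against 7 and 13. FAM53A had 12 and 20 with vehicle and 11 and 18 with SI-2. The alternatives set for single genes before the data were examined were DESeq2, upper-quartile scaling, the replicate block, limma on log2(FPKM + 1) and the omission of each library in turn. None of these closed a gap: without the fits that left out a WT library, which this comparison does not use, all 56 values of these genes differed from the paper's, from -0.53 to 0.92. The sign changed for ABCC1 (0.087) and FAM53A (0.18) without the second BR vehicle library and for IGF1R (-0.10) without the first. The other 2 qPCR genes, ABCB1 and CCL4, were at or under the limit of 3 counts in the BR libraries and were not compared.

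The paper states that many genes, with ABC transporters, BCL2, CCL4, CBS, TNC, EGR1 and IGF1R among them, were significantly higher in BR cells, and it cites the LP-1 heat map of Fig. 6g and the list of MM.1S genes. In the LP-1 libraries, 0 genes passed the adjustment (540 at an unadjusted p under 0.05). With DESeq2, 28 genes passed, and INHBE was the only heat map gene among them, with a log2 fold change of -1.54 (adjusted p = 0.00433; range over the alternatives 0.00433 to 0.719), lower in BR cells, where the columns that the key of Fig. 6g marks as BR and vehicle are drawn higher on average than those marked as WT and vehicle. The key gives the line and the treatment of each column but not its replicate, so single columns were not matched to libraries. The log2 fold change in BR against WT was 0.099 for BCL2, 0.078 for IGF1R (-0.13 without the first WT vehicle library), -0.26 for CBS (0.12 without the second BR vehicle library) and -2.89 for EGR1. Counts of CCL4 were 6 and 5 in WT and 1 and 0 in BR cells.

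By the same key, Fig. 6g shows lower values of most of these genes with SI-2 in BR cells. In the libraries, 7 of the 19 tested genes were higher and 12 lower with SI-2, and 0 had an unadjusted p under 0.05. The paper names a set of differentially expressed genes for SI-2 in BR cells in Supplementary Data 3, and 0 genes passed the adjustment here (167 at an unadjusted p under 0.05).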

Other observations

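The split of the libraries described first, its tests of GC content, length and exchanged labels, and the amino acid tests were chosen only after their results had been seen. The tests of library size, top genes, shared reads and the deposited q-values were written down before they were run.

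Among the 35 splits of the 8 libraries into 4 and 4, 32 gave 0 genes at an adjusted p under 0.05 (edgeR). The split with most genes parted WT vehicle 1, WT vehicle 2, WT SI-2 2 and BR vehicle 1 from the other 4 libraries and gave 1274 genes, 656 lower and 618 higher on the side of the BR SI-2 libraries. It was found by going through all 35 splits and compares no conditions. The 2 sides did not overlap in 18.4% of 13520 genes, where chance gives 2.86% for a split that was not selected. VDR, named after its values were seen, had a CPM of 75.1, 57.9, 79.7 and 88.2 on the first side and of 194, 234, 185 and 250.3 on the other. Of the heat map genes, 8 are among the 1274, CBS, CBSL and INHBE among them, as are 22 of 34 amino acid response genes.

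Several technical sources of this split were tested. With each library's GC trend removed 1009 genes were called (790 of them shared), which is against this trend as the whole source. With the length trend removed 1083 were called, a number that does not show how many of them were shared. Without the 100 genes with the highest counts there were 1252 genes, so a few abundant genes do not account for it. With all libraries drawn down to the smallest total there were 1253 genes. The totals differed little to begin with, so this draw could hardly change the number and decides little about depth. Genes with whole counts were called in 11.4% of cases and the others in 8.14%, which is against shared reads. The split is that of the lines with WT SI-2 1 and BR vehicle 1 exchanged, so exchanged labels were tested too. With the split as a term, 43 genes differed between BR and WT as the libraries are labelled, 31 of them among the 49 called without it, which is against an exchange of labels between the lines. What stays open is a difference in culture or library preparation that neither the labels nor the paper describe. It could add to the spread between libraries of 1 condition, and no biological explanation was tested.

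The authors' deposited table gives 5256 genes with a q-value under 0.05 for SI-2 in BR cells, while the edgeR test, which uses the spread between libraries, gave 0 (167 at an unadjusted p under 0.05). A candidate explanation is a test that takes the sampling of reads as the only error. A binomial test of the 2 BR vehicle libraries against each other, which received the same treatment, called 6769 genes, more than the 5256. It called 5985 genes between the WT vehicle libraries, 6759 between the WT SI-2 libraries and 7305 between the BR SI-2 libraries. On the summed replicates of BR SI-2 and BR vehicle it called 5012 genes, and all 5012 had a deposited q under 0.05. Of the 5256 genes, 33.8% had both SI-2 libraries outside the range of both vehicle libraries, where chance gives 33.3%. As a set they were thus no more steady across the replicates than chance gives. The values are what such a test would give, and the settings of the authors' comparison are not known.

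Reads shared between genes were tested as a source of the deposited 2-fold changes. The authors' table has 611 such genes for SI-2 in BR cells, and only the 201 past the count filter entered the test. Of these, 56.2% had shared reads, against 60.3% of 13695 others (odds ratio 0.844, p = 0.246, Fisher's exact test, two-sided). Shared reads as a whole are thus not over-represented among the genes past the filter, and the genes under it were not tested. Read-through genes stood apart, as a pattern seen after the fact: 14.3% of 49 changed 4-fold or more for SI-2 in BR cells, against 0.296% of 13847 others. CORO7-PAM16 had 215 and 226 counts in the WT vehicle libraries, 77 and 51 in WT SI-2, 173 and 57 in BR vehicle and 0 and 0 in BR SI-2, while CORO7 had 6168, 6249, 5894 and 6561 in the 4 BR libraries.

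The genes of the paper's MM.1S list were looked up in LP-1 cells. The 525 genes higher in BR MM.1S cells that could be tested had a median log2 fold change of -0.20 in BR against WT LP-1 cells, and 28.4% of them were positive (adjusted p over the list tests = 7.48e-09 with camera but adjusted p = 0.310 with fry). The 189 genes lower in BR MM.1S cells had a median of 0.17, with 80.4% positive (adjusted p = 1.82e-09 with camera but adjusted p = 0.384 with fry). The medians ran from -0.28 to -0.084 and from 0.11 to 0.23 without one library each, and the value of -0.084 came without the second WT vehicle library. Amino acid response genes, 24 of the 525, were tested as a source of the first. Without them the median was -0.19, against -0.20 with them, so these 24 genes alone do not carry it. Leaving out so few of 525 genes could hardly move a median, so a wider amino acid response is not ruled out. The 120 genes of proteins higher in BR MM.1S cells had a median of 0.12, 64.2% positive (adjusted p = 5.34e-04 with camera but adjusted p = 0.255 with fry), and without the first BR vehicle library it was 0.043. The 37 proteasome subunit genes had a median of -0.019 (adjusted p = 0.708 with camera). This median became 0.093 without the second BR vehicle library and 0.019 without the first WT vehicle library. In the other direction, it became -0.11 without the first BR vehicle library and -0.086 without the second WT vehicle library. It was 0.0091 with library size scaling, which moved the median of all genes by 0.027.

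A lower amino acid response was looked at as a possible explanation of the lower heat map genes, as a hypothesis. The 30 tested amino acid response genes outside the heat map had a median log2 fold change of -0.43 in BR against WT, with 0% positive (adjusted p = 1.82e-09 with camera but adjusted p = 0.433 with fry). The medians by library, relative to all libraries, were 0.18 and 0.49 in WT vehicle, -0.13 and 0.44 in WT SI-2, 0.24 and -0.47 in BR vehicle and -0.16 and -0.59 in BR SI-2. They follow the split described above and not the line, since WT SI-2 1 and BR vehicle 1 each lie on the side of the other line, and 33 of 34 amino acid response genes were lower on the side of the BR SI-2 libraries. In a fit with both as terms, 29 of the genes outside the heat map had a median log2 fold change of -0.55 for the split (100% negative, 9 with an adjusted p under 0.05 in edgeR) and of -0.17 for BR against WT (86.2% negative, 0 with an adjusted p under 0.05). The medians of the heat map genes were 0.029 and 0.44 in WT vehicle, 0.099 and 0.39 in WT SI-2, -0.057 and -0.35 in BR vehicle and -0.15 and -0.24 in BR SI-2. All 8 libraries thus lay on the side of their own line. In the fit with both terms, the heat map genes had a median of -0.16 for the split (57.9% negative, 5 with an adjusted p under 0.05 in edgeR). For BR against WT it was -0.15 (68.4% negative, 2 with an adjusted p under 0.05). By their medians the lists part in WT SI-2 1 and BR vehicle 1. There the heat map medians, 0.099 and -0.057, were small, and single heat map genes were called for either term. Whether the amino acid response genes have a part in the lower heat map genes stays open, because their list was written after some of them had been seen and each line has 1 library on the other side of the split.

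In BR cells the paper reports SRC-3 and NSD2 as proteins. Their mRNA in the LP-1 libraries had a log2 fold change of 0.074 for NCOA3, the gene of SRC-3 (standard error 0.19; -0.10 without the second BR vehicle library), and of 0.42 for NSD2 (standard error 0.15, adjusted p = 0.967, edgeR; higher in both BR libraries; 0.25 without the second BR vehicle library) in BR against WT. Under SI-2 in BR cells they were 0.18 and 0.046. With vehicle and SI-2 libraries taken together, the CPM of NSD2 ran from 530.3 to 624.2 in WT and from 641.4 to 803 in BR cells. The lines thus did not overlap for NSD2, whose unadjusted p in BR against WT under vehicle was 0.0217 (edgeR). CREBBP, EP300, PRMT1, CARM1 and NCOA1 had values of 0.12, 0.012, -0.29, -0.069 and 0.25 in BR against WT, and of 0.28, 0.23, -0.022, 0.088 and 0.15 under SI-2 in BR cells, none with an adjusted p under 0.05 in the edgeR test. The value of EP300 in BR against WT became -0.0023 with upper-quartile scaling, which moved the median of all genes by -0.016, and that of PRMT1 under SI-2 became 0.0030 with limma on log2(FPKM + 1). Without the first WT vehicle library the values of CREBBP, EP300 and NCOA1 in BR against WT were -0.013, -0.12 and 0.097, and without the second that of CARM1 was 0.11. Under SI-2, those of NSD2, PRMT1, NCOA3 and EP300 were -0.11, 0.12, 0.022 and 0.084 without the first BR vehicle library, and those of NCOA1 and CREBBP were -0.022 and 0.084 without the first BR SI-2 library.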
